# Genome Wide Analysis Reveals Zic3 Interaction with Distal Regulatory Elements of Stage Specific Developmental Genes in Zebrafish

**DOI:** 10.1371/journal.pgen.1003852

**Published:** 2013-10-31

**Authors:** Cecilia L. Winata, Igor Kondrychyn, Vibhor Kumar, Kandhadayar G. Srinivasan, Yuriy Orlov, Ashwini Ravishankar, Shyam Prabhakar, Lawrence W. Stanton, Vladimir Korzh, Sinnakaruppan Mathavan

## Abstract

Zic3 regulates early embryonic patterning in vertebrates. Loss of Zic3 function is known to disrupt gastrulation, left-right patterning, and neurogenesis. However, molecular events downstream of this transcription factor are poorly characterized. Here we use the zebrafish as a model to study the developmental role of Zic3 *in vivo*, by applying a combination of two powerful genomics approaches – ChIP-seq and microarray. Besides confirming direct regulation of previously implicated Zic3 targets of the Nodal and canonical Wnt pathways, analysis of gastrula stage embryos uncovered a number of novel candidate target genes, among which were members of the non-canonical Wnt pathway and the neural pre-pattern genes. A similar analysis in *zic3*-expressing cells obtained by FACS at segmentation stage revealed a dramatic shift in Zic3 binding site locations and identified an entirely distinct set of target genes associated with later developmental functions such as neural development. We demonstrate cis-regulation of several of these target genes by Zic3 using *in vivo* enhancer assay. Analysis of Zic3 binding sites revealed a distribution biased towards distal intergenic regions, indicative of a long distance regulatory mechanism; some of these binding sites are highly conserved during evolution and act as functional enhancers. This demonstrated that Zic3 regulation of developmental genes is achieved predominantly through long distance regulatory mechanism and revealed that developmental transitions could be accompanied by dramatic changes in regulatory landscape.

## Author Summary

The Zic3 transcription factor regulates early embryonic patterning, and the loss of its function leads to defects in left-right body asymmetry. Previous studies have only identified a small number of Zic3 targets, which renders the molecular mechanism underlying its activity insufficiently understood. Utilizing two genomics technologies, next generation sequencing and microarray, we profile the genome-wide binding sites of Zic3 and identified its target genes in the developing zebrafish embryo. Our results show that Zic3 regulates its target genes predominantly through regulatory elements located far from promoters. Among the targets of Zic3 are the Nodal and Wnt pathways known to regulate gastrulation and left-right body asymmetry, as well as neural pre-pattern genes regulating proliferation of neural progenitors. Using enhancer activity assay, we further show that genomic regions bound by Zic3 function as enhancers. Our study provides a genome-wide view of the regulatory landscape of Zic3 and its changes during vertebrate development.

## Introduction

Early embryonic patterning is achieved through a process involving the determination of body axes and defining which cell types develop at each coordinate. The Zic family of transcription factors (TFs) is involved in such process [1]–[4]. Zic genes are the vertebrate homologues of the *odd-paired* gene, which is involved in the generation of segmental body plan in the *Drosophila* embryo [5], [6]. Although functions of Zic proteins partially overlap, their loss-of-function cause distinct phenotypes, suggesting unique roles in development [7], [8].

Of particular interest is ZIC3, which is linked to the heritable defects of the left-right internal organs placement (*situs inversus*) in humans [9]. Studies in animal models reveal the involvement of Zic3 the establishment of left-right (L-R) asymmetry [1], [10]–[12]. In *Xenopus*, Zic3 established left-sided expression of *Xnr1* and *Pitx2* [12], two determinants of internal organs asymmetry [13]–[15]. However, *zic3* is expressed symmetrically along the L-R axis in the *Xenopus* embryo and its loss-of-function (LOF) affects structures in which its expression was not detected [1], [12]. Results from several studies provided clues to the mechanism of L-R patterning by Zic3. First, Zic3 acts in organizer formation by inhibiting the canonical Wnt signaling pathway [16]. Second, Zic3 regulates gastrulation in mouse [1], [17]. Furthermore, studies in zebrafish revealed a correlation between convergence-extension (C-E) and L-R patterning defects in Zic3 LOF [10]. These suggest that Zic3 may regulate L-R patterning through its role in an earlier developmental event such as C-E.

Zic3 is one of the earliest TFs expressed in the neuroectoderm [3], [18]. Its expression is regulated by determinants of the early neural fate specification and dorsal-ventral (D-V) axis formation, including BMP, FGF, and Nodal signaling [3], [17], [19], [20]. The role of Zic3 in establishing neural cell fate was demonstrated through experiments in *Xenopus*, where its overexpression resulted in the expansion of the neuroectoderm and induction of neural and neural crest markers [18]. This led to the assumption that Zic3 activates the expression of proneural genes such as *Achaete-scute* homologs, *Neurogenin*, and *NeuroD* [2]. However, Zic3 lacks the ability to induce ectopic neuronal differentiation in the epidermis [18], which suggested the complex interaction between Zic3 and the proneural genes.

Increasing evidence has established the presence of long-distance interactions between TFs and their target genes [21]–[24]. This feature is especially true for TFs regulating specific functions outside of the core transcription machinery [25]–[27]. Therefore, an unbiased evaluation of binding sites throughout the whole genome would be a more comprehensive and biologically relevant method in the context of a developing organism. However, genomic approaches to study TFs *in vivo* are often limited by the quantity of available tissue sample. Furthermore, in mammalian systems, this problem is exacerbated by the short supply of embryos at early developmental stages. The zebrafish, with its unlimited supply of embryos and external development, substitutes for the inconveniences of a mammalian system. Its genome annotation is also the most complete among non-mammalian vertebrates and the expression of many genes are well-defined. This makes the zebrafish a robust model system for functional studies of vertebrate development.

To understand the developmental role of Zic3, we applied a genomic approach to identify genes directly regulated by Zic3. To capture genome-wide binding sites of Zic3, chromatin fragments bound by Zic3 were immunoprecipitated from gastrulating embryos at 8 hpf and *zic3* expressing cells were sorted from transgenics [21], [28] at 24 hpf and sequenced in-depth using ChIP-seq methodology. This provided unbiased coverage of Zic3 binding events during the period of gastrulation and segmentation. We used microarray expression profiling to characterize changes at the transcription level as a result of Zic3 LOF during gastrulation. In addition, we compared gene expression profiles of *zic3*-positive and -negative cells at 24 hpf to identify genes co-expressed with *zic3*. Combining binding site analysis and expression data, we demonstrated that Nodal and Wnt pathways are the main downstream targets of Zic3 during gastrulation, and show distinct pathways regulated by Zic3 in the dorsal neural tube at the end of segmentation. Finally, *in vivo* enhancer assay validated selected binding sites as developmental enhancers. Our results provide novel insights into the molecular mechanism underlying Zic3 regulation of developmental events during gastrulation and neural development, which ultimately results in the L-R patterning and neural fate specification and patterning.

## Results

### Genome-wide identification of Zic3 binding sites using ChIP-seq

The earliest *zic3* transcript was detected at 3 hpf (Fig. 1A,B), coinciding with the initiation of zygotic transcription during mid-blastula transition [29]. At 4 hpf *zic3* expression is restricted to dorsal blastoderm (Fig. 1C,C′), and is subsequently found in the dorsal neuroectoderm and marginal blastomeres (Fig. 1D, D′). To capture genome-wide Zic3 binding profile during zebrafish gastrulation, we performed ChIP-seq analysis at 8 hpf, a time coinciding with the beginning of neurogenesis [30]. 

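At 8 hpf the Zic3 ChIP was made from whole embryos, so its tags come from neuroectoderm, blastoderm margin and all other cells of the gastrula together. An antibody against the C-terminal region of zebrafish Zic3, which is not conserved among Zic proteins, was used for the immunoprecipitation, and chromatin that was not immunoprecipitated was sequenced as input. There was 1 ChIP library and 1 input library, without replicates, so that the values given for these libraries carry no replicate error and no test compares conditions. The deposited tag lists hold one line for each 35 bp read aligned to a single place in the Zv9 assembly, with repeated tags kept. They contain 11037223 ChIP tags and 11200433 input tags, of which 10759592 and 10870166 lie on chromosomes 1 to 25. The authors called peaks with QuEST against the input and removed peaks in unassembled, centromeric, telomeric, duplicated or mostly repetitive sequence. The peak list gives, for each peak, its start, end and summit, the numbers of ChIP and control tags and the −log10 of the q-value. From there, tags were counted within 200 bp of each summit, scaled to 10000000 tags per library on chromosomes 1 to 25, and compared as the log2 ratio of ChIP to input with a pseudocount of 1. Counts of distinct positions, in which tags with the same 5′ end and strand count once, are given beside them. Shares of peaks or tags carry an exact (Clopper-Pearson) 95% binomial interval, which covers counting error only, since PCR copies of a fragment cannot be told from separate molecules. To describe where a value lies, peaks were moved together along their chromosomes in 1000 circular shifts.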

At this time *zic3* is expressed largely in the dorsal neuroectoderm (prospective neural plate) and blastoderm margin (presumptive mesendoderm; Fig. 1E,E′; [3]). Hence, the interaction of Zic3 with its targets could be considered within a context of neural induction and mesendodermal development. Although neuroectoderm does not show any obvious morphological organization at this time, its anteroposterior patterning at the molecular level was shown by fate mapping studies [31] and *in vitro* explant assays [32], [33]. At 24 hpf *zic3* is expressed in the brain and dorsal spinal cord (Fig. 1F,F′). To identify Zic3 binding sites specifically in *zic3*-expressing cells, we performed ChIP-seq using sorted cells from transgenic line SqET33 [28], [34] at this stage. 

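At 24 hpf the ChIP was made from GFP-positive cells of the SqET33 line, which follow zic3 in the brain and dorsal spinal cord apart from the olfactory bulb, and the peaks of this stage therefore come from a sorted cell population and not from whole embryos. There was again 1 ChIP library and 1 input library. For this stage the deposited peak list was used, with the same columns as at 8 hpf. The aligned tags of the 24 hpf ChIP and input were not analysed here, so that the tag numbers of 24 hpf peaks are the authors' own and are used only within their list. Summits at 24 hpf were compared with the 8 hpf tags and the 8 hpf summits by position on Zv9. Stage and tissue differ together between the data sets.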

Since *gfp* expression in this line faithfully recapitulates *zic3* expression (Fig. 1G–H″), we considered GFP-positive cells as *zic3*-expressing cells and GFP-negative cells as non- *zic3*-expressing cells. However, it is worth to note that in SqET33 line at least one *zic3*-positive domain (presomitic mesoderm) does not express GFP. This suggests that a small fraction of non-neuronal *zic3*-expressing cells may be present in the GFP-negative pool of cells.

**Figure 1:**
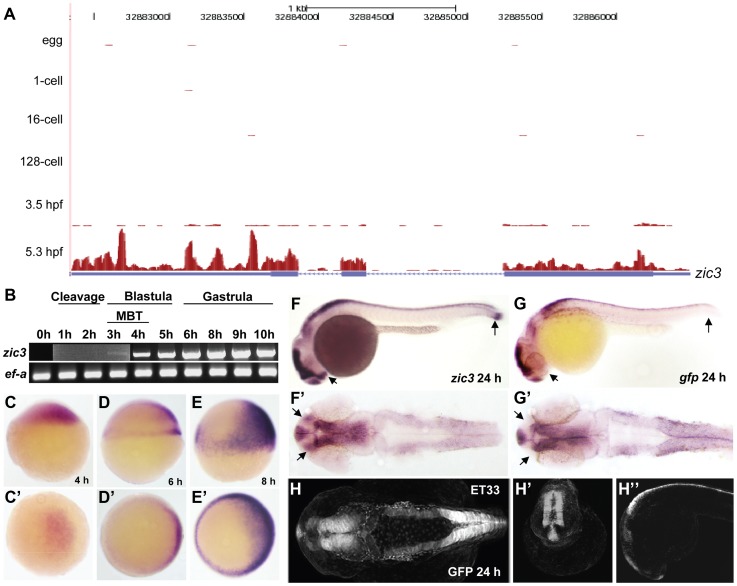
Early expression of *zic3* as detected by RNA-seq and RT-PCR. A, UCSC browser image showing RNA-seq reads (pink vertical histograms) at the *zic3* locus (in blue; tall boxes - exons; half-height boxes - UTRs; lines - introns; arrowheads - direction of transcription). B, RT-PCR detection of *zic3* transcripts in zebrafish embryo. Portion of image showing expression at 1 hpf to 3 hpf was enhanced to show weak band at 3 hpf. C, D and E, *zic3* expression in 4 hpf, 6 hpf, and 8 hpf embryos. Lateral view, dorsal to the right. C′, D′ and E′, animal pole view. F, G, *zic3* expression in wild-type and *gfp* in SqET33 embryos at 24 hpf. F′, G′, dorsal view. Note the absence of *gfp* expression from the olfactory bulb and presomitic mesoderm domains of the wild-type *zic3* expression (arrows). H–H″, GFP expression in live SqET33 embryos at 24 hpf. H, dorsal view, H′, frontal view, H″, lateral view.

Sequencing of the 8 hpf ChIP sample generated 23,945,552 reads (11,037,221 or 46% were mapped to the zebrafish genome); the 24 hpf ChIP sample generated 23,083,504 reads (11,797,011 or 51% were mapped). 

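Zic3 ChIP and input gave nearly equal numbers of aligned tags at 8 hpf, but the ChIP tags came from fewer places in the genome. Of the ChIP tags, 41.6% were distinct in position and strand (4594408 positions), which is 2.40 tags per position. In the input 97.3% were distinct (10893948 positions, 1.03 tags per position). In both libraries the strands were equally represented, with 50.0% of tags on the plus strand. Sequences outside the assembled chromosomes held 2.52% of ChIP and 2.95% of input tags, and mitochondrial DNA held 611 ChIP tags and 29459 input tags. Counting each position once leaves 4478490 ChIP positions on the assembled chromosomes, which is the depth behind every comparison of positions at 8 hpf.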

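Zic3 binding sites at 8 hpf were narrow and carried few tags each. Within 200 bp of the summits of the deposited 8 hpf peaks, the median was 26 ChIP tags against 5 input tags, or 10 distinct ChIP positions against 5. The median log2 ratio of ChIP to input was 2.10 over the 8 hpf peaks (quartiles 1.59 and 2.58), and the medians of 1000 circular shifts lay between −0.21 and 0. A ratio of exactly 0 arises where a window holds no tags, so the shifted windows include empty ones. More ChIP than input was found at 3190 peaks (99.4%, 95% interval 99.1 to 99.6), compared with 41.3% (40.1 to 42.5) of positions 10 kb to either side of the summits. The summits also showed the strand arrangement of a bound site, with plus-strand tags mostly to the left and minus-strand tags mostly to the right, at 54.2% of peaks (52.4 to 55.9) against 7.82% (7.18 to 8.51) of the positions 10 kb away. Peaks together held 0.740% of the ChIP tags (0.735 to 0.745) and 0.180% of the input tags (0.177 to 0.182), so that most ChIP tags lay outside them. The peaks were called from these ChIP tags against an input, so the excess and the strand arrangement at their summits follow in part from that choice and are no separate evidence of binding.
The peaks had a median width of 63 bp at 8 hpf and 44 bp at 24 hpf. In the authors' counts, 1923 peaks of 8 hpf (59.9%) had 9 ChIP tags, the lowest number in the list, and 685 peaks of 24 hpf (32.8%) had the lowest number of that list, 11. The −log10 q-value was at least 2.13 for all 8 hpf peaks. At 24 hpf it was 0.58 for the 685 peaks with 11 tags, a q-value of 0.263, and at least 2 for 1403 peaks. With a −log10 q-value of at least 4, 1286 and 890 peaks remained.

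**Figure D1:**
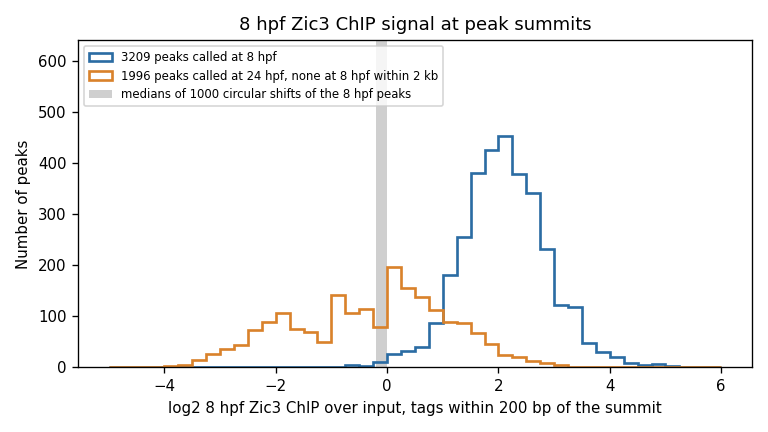
Histogram of the log2 ratio of 8 hpf Zic3 ChIP to input tags within 200 bp of the summit (x axis) against the number of peaks (y axis), for peaks called at 8 hpf and for peaks called at 24 hpf with no 8 hpf summit within 2 kb. The 8 hpf peaks centre on 2.10, the 24 hpf peaks on −0.18, and the grey band spans the medians of 1000 circular shifts of the 8 hpf peaks, −0.21 to 0. A ratio of exactly 0 marks a window without tags.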

We identified 3209 and 2088 Zic3 binding sites (hereafter referred to as peaks) with high significance value at 8 hpf (Table S13) and 24 hpf (Table S14), respectively. Interestingly, both datasets showed that only a small fraction (8.6% at 8 hpf and 4% at 24 hpf) of the peaks mapped to promoter regions (within 5 kb of transcription start site, TSS), while the rest were aligned to intragenic (26.8% at 8 hpf and 29% at 24 hpf) and intergenic (64.6% at 8 hpf and 67% at 24 hpf) regions (Fig. 2A). This suggested that Zic3 mainly acts via distal regulatory elements. 

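Around the TSS of putative Zic3 target genes, 8 hpf ChIP tags were fewer than input tags. Within 500 bp of the TSS of the 454 target genes of 8 hpf (Table S5), the median was 5 ChIP tags and 13 input tags, a median log2 ratio of −1.20 (quartiles −2.44 and −0.31). For the 919 genes listed for 24 hpf (Table S10), the median log2 ratio in the same 8 hpf libraries was −0.98 (quartiles −2.04 and 0.01). At positions 10 kb to either side of these TSS it was −0.21 for both gene sets. Input was higher at the TSS than 10 kb downstream, while ChIP was lower. In windows of 250 bp to each side, the target genes of 8 hpf averaged 6.80 distinct input positions per 10000000 at the TSS and 4.63 at 10 kb downstream, and 2.87 and 4.60 distinct ChIP positions. For the genes of 24 hpf, ChIP was nearer its flank, at 3.91 and 4.23. In both gene sets ChIP was lowest 500 bp upstream of the TSS, at 2.57 and 2.63, and not at the TSS itself. The shares of all peaks in promoters, genes and intergenic regions were not recomputed, as no Zv9 annotation was used here. From the small share of peaks within 5 kb of a TSS and the larger shares in intragenic and intergenic regions (Fig. 2A), the paper proposes that Zic3 acts mainly through distal regulatory elements.

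**Figure D2:**
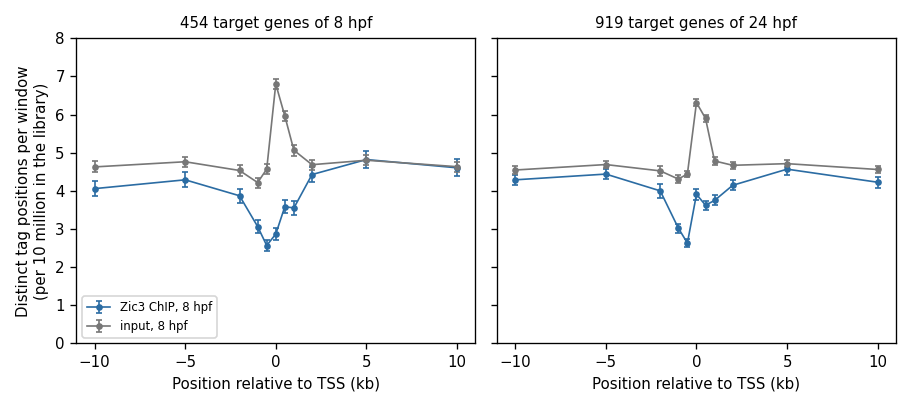
Mean number of distinct tag positions in windows of 250 bp to each side of positions up to 10 kb from the TSS (x axis, kb, upstream negative), per 10000000 distinct positions of the library (y axis), for the 454 target genes of 8 hpf and the 919 of 24 hpf, in the 8 hpf ChIP and input. Bars are standard errors over genes of 1 library. Input peaks at the TSS, at 6.80 for the 8 hpf genes, where ChIP is at 2.87.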

To validate the ChIP-seq performance, we carried out quantitative PCR (qPCR) on randomly selected peaks from the 8 hpf dataset, five within promoter region and sixteen at regions outside of gene promoters. Taking a fold-change of 2 as a cutoff for positive enrichment, the qPCR analysis validated all but one peak tested (Table S1).

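The summits that Table S1 lists for its 29 sites are all summits of 8 hpf peaks, although for site 3-56 the interval listed belongs to a neighbouring peak. All 29 had more ChIP than input in the sequencing data. For the 21 randomly selected peaks, the mean log2 ratio of ChIP to input tags was 2.47 ± 1.02 (SD over 21 sites), with a range of 0.22 to 4.20. The 5 promoter sites had a mean of 2.84 ± 1.05 (SD over 5 sites) and the 16 others 2.36 ± 1.01 (SD over 16 sites). The paper's qPCR fold was at least 2 at 20 of the 21 sites. The exception, on chromosome 14 at 10992767 with the paper's fold of 1.13, had 26 ChIP tags and 2 input tags, a log2 ratio of 3.15. The lowest log2 ratio, 0.22, belonged to the site on chromosome 4 at 36409821, with 113 ChIP and 98 input tags and the paper's fold of 5.58. Across all 29 sites, which are sites of 1 library and not independent replicates, the log2 ratio and the log2 of the paper's qPCR fold had a Pearson's r of 0.17 (two-sided permutation test, p = 0.379) and a Spearman's rho of 0.16 (permutation p = 0.393). Without the 2 sites farthest from the median ratio, r was 0.06 (permutation p = 0.787). With a limit of 2-fold for positive enrichment in qPCR, the paper counts all but 1 of the randomly selected peaks as enriched, as a check of its sequencing.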

**Figure 2:**
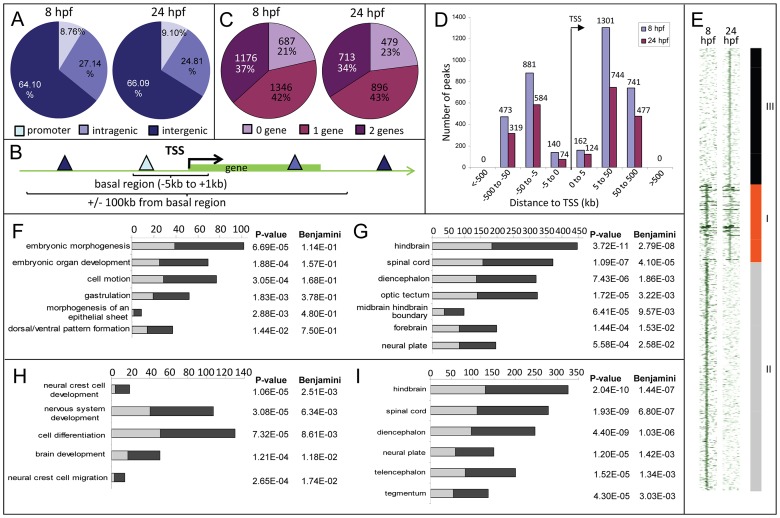
Distribution of Zic3 peaks as identified in ChIP-seq experiments according to GREAT algorithm. A, distribution of peaks located in promoter (within 5 kb upstream of TSS), intragenic, and intergenic regions. B, gene association rule of ‘basal plus 100 kb’ according to GREAT algorithm. C, percentage of peaks associated with none, one, or two genes based on the gene association rule in B. D, number of peaks present in each distance categories along the x-axis, with regards to TSS of associated gene. E, region map showing overlap between genomic locations of peaks in 8 hpf and 24 hpf datasets. F–I, list of biological processes and tissue specific expression terms enriched among Zic3-associated genes at 8 hpf (F, G) and 24 hpf (H, I) according to DAVID GO terms. Light and dark grey bars represent the expected and observed enrichments of functional categories indicated along the y-axis.

To determine the biological relevance of our data, we used the gene association rule ‘basal plus 100 kb extension’ according to GREAT algorithm [35] (Fig. 2B). Using this criterion, the number of peaks associated with either none, one, or two genes were evenly distributed in both 8 hpf and 24 hpf datasets (Fig. 2C). 

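The peaks nearest to putative Zic3 target genes lay far from the TSS. Among the genes of the Nodal and Wnt pathways, pitx2 had its nearest 8 hpf summit 15.6 kb upstream, invs 18.2 kb upstream, axin1 71.6 kb downstream and oep 94.7 kb upstream. Only sparc, of the 17 target genes that the text names for 8 hpf, had a summit within 5 kb, at 0.8 kb. Over all 454 target genes of 8 hpf, the median distance from the TSS to the nearest 8 hpf summit was 43583 bp, and 433 genes (95.4%, exact 95% interval 93.0 to 97.1) had it over 5 kb away. Of the 919 genes of 24 hpf, 865 (94.1%, 92.4 to 95.6) had their nearest 24 hpf summit over 5 kb away, with a median of 48693 bp. When the peaks were moved along the chromosomes in 1000 circular shifts, the genes that then had a summit within 100 kb had it over 5 kb away in 93.7% of cases on average at 8 hpf (lowest 85.6, highest 98.8) and in 94.1% at 24 hpf (88.0 to 98.3).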

Distribution of the peaks relative to the TSS of genes associated with them showed strong bias towards regions beyond 5 kb of the TSS (Fig. 2D). In agreement with known Zic3 functions at 8 hpf [10], [16], [18], [36] functional categories enriched were embryonic morphogenesis, gastrulation, and dorsal/ventral pattern formation (2835 genes, Fig. 2F; Table S2). Enrichment was also observed for neural tissue-specific genes, predominantly expressed in the neuroectoderm at 8 hpf (Fig. 2G). In contrast, at 24 hpf, different categories were enriched (neural crest development and migration, nervous system development; Fig. 2H,I) in agreement with these events of neurodevelopment taking place at this stage [18], [37].

To identify the common regions bound by Zic3 as well as those unique to either developmental stage, we overlapped the 8 hpf and 24 hpf peaks (Fig. 2E). 

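Few Zic3 peaks of one stage coincided with a peak of the other. Of the 8 hpf peaks, 102 (3.18%, exact 95% interval 2.60 to 3.85) had a 24 hpf summit within 2 kb, and of the 24 hpf peaks, 92 (4.41%, 3.57 to 5.38) had an 8 hpf summit within 2 kb. Circular shifts of the other list gave 19.0 and 17.8 on average, and at most 40 and 37 in 1000 shifts. Peaks with more tags coincided more often. Among 8 hpf peaks with 9 ChIP tags, 1.77% (1.23 to 2.46) were shared, and among the 19 with 16 or more tags, 42.1% (20.3 to 66.5). At 24 hpf the shares rose from 1.90% (1.01 to 3.22) of peaks with 11 tags to 52.9% (35.1 to 70.2) of the 34 peaks with 23 or more. Shared 8 hpf peaks had a median of 17 distinct input positions within 200 bp of the summit, compared with 5 at the other 8 hpf peaks. The number of shared 8 hpf peaks was 20 when the peak intervals had to share 1 bp, 56 with summits within 500 bp, 204 with summits within 10 kb and 59 among peaks with a −log10 q-value of at least 4.

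**Figure D3:**
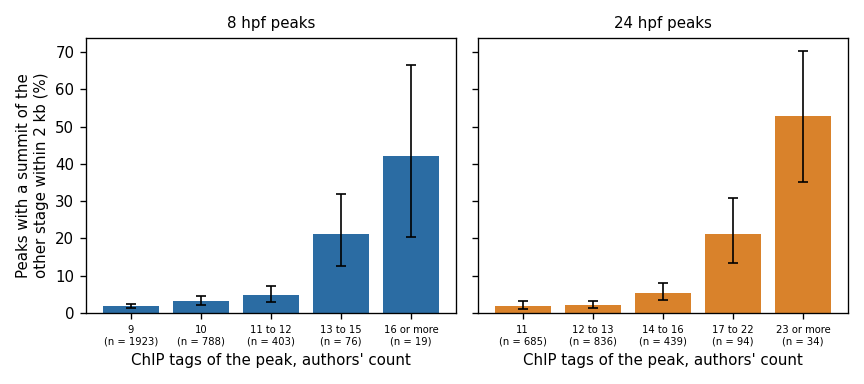
Share of 8 hpf peaks (left) and 24 hpf peaks (right) with a summit of the other stage within 2 kb (y axis, %), by the authors' number of ChIP tags in the peak (x axis, n the number of peaks). Error bars are exact 95% binomial intervals. The share rises from 1.77% to 42.1% at 8 hpf and from 1.90% to 52.9% at 24 hpf.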

Taking the combined list of peaks from 8 hpf and 24 hpf, we performed clustering using ChIP-seq signals around the peaks. 

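Sites called at 24 hpf without an 8 hpf peak nearby showed no excess of Zic3 ChIP over input at 8 hpf. At these 1996 summits the median was 5 ChIP and 5 input tags, a median log2 ratio of −0.18 (quartiles −1.29 and 0.73), and 988 of 1000 circular shifts of the same summits had a median at least as high. The medians of the shifts lay between −0.30 and 0, and a ratio of exactly 0 arises where a window holds no tags. Shifted windows thus include empty ones, so the shifts do not show a signal below background. The 1996 sites were chosen for lacking a peak called from the same 8 hpf tags, so the absence of an excess follows in part from the choice, and over all 2088 24 hpf peaks the median was −0.14. A log2 ratio of distinct positions of at least 1 was found at 335 of them (16.8%, exact 95% interval 15.2 to 18.5), against 15.4% on average in the shifts (12.8 to 17.6) and 94.8% of the 8 hpf peaks. By position, 3107 of the 8 hpf peaks and 1996 of the 24 hpf peaks had no summit of the other stage within 2 kb. The 24 hpf signal at 8 hpf peaks was not analysed here.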

We found 937 regions bound by Zic3 at both stages (class I), 2729 regions bound only at 8 hpf (class II), and 1630 regions only at 24 hpf (class III). A clear distinction of functional categories was observed among genes associated with each individual class (Fig. S2), which reflect the shift of Zic3 function from regulating gastrulation at 8 hpf, to directing neurodevelopment at 24 hpf.

### Identification of Zic3 consensus binding motif

To identify the consensus motif in Zic3-binding sites, we performed *de novo* motif search using sequences within 50 bp (total length 100 bp) of the top 1000 peaks summit. The highest scoring motif in both datasets consisted of a CAGCAG core (Fig. 3A) and was similar to that previously identified in mouse ES cells using ChIP-chip [38] (Fig. S3A) and Zic3 motif in UniPROBE database [39]. This motif occurred in 48.5% (1556/3209) of 8 hpf peaks and 54.3% (1134/2088) of 24 hpf peaks (Fig. 3B). This consensus motif was bound in a dose-dependent manner by a recombinant protein encompassing the Zic3 DNA binding domain (Zic3_ZF2-5; Fig. 3C). This binding was reduced upon introducing three-point mutations to the motif, confirming binding specificity. The mouse Zic3 recombinant protein mZic3-DBD-HisMBP [38] also recognized the consensus motif derived from the zebrafish genome (Fig. S3B), demonstrating cross-species conservation of Zic3 consensus motif. On the other hand, two other motifs enriched in the dataset to a lesser extent were not specifically recognized by Zic3_ZF2-5 recombinant protein (Fig. S3C). Enrichment of these motifs among the identified peaks might signify an indirect binding of Zic3 to these sequences through interaction with other TFs. Interestingly, Gli motif was found in both 8 hpf and 24 hpf datasets (273 peaks, 8.5% in 8 hpf; 203 peaks, 9.7% in 24 hpf; Fig. 3B). More than half of peaks containing Gli motifs also had an adjacent consensus Zic3 motif at both developmental stages, in support of interactions between Gli and Zic3 [40], [41].

**Figure 3:**
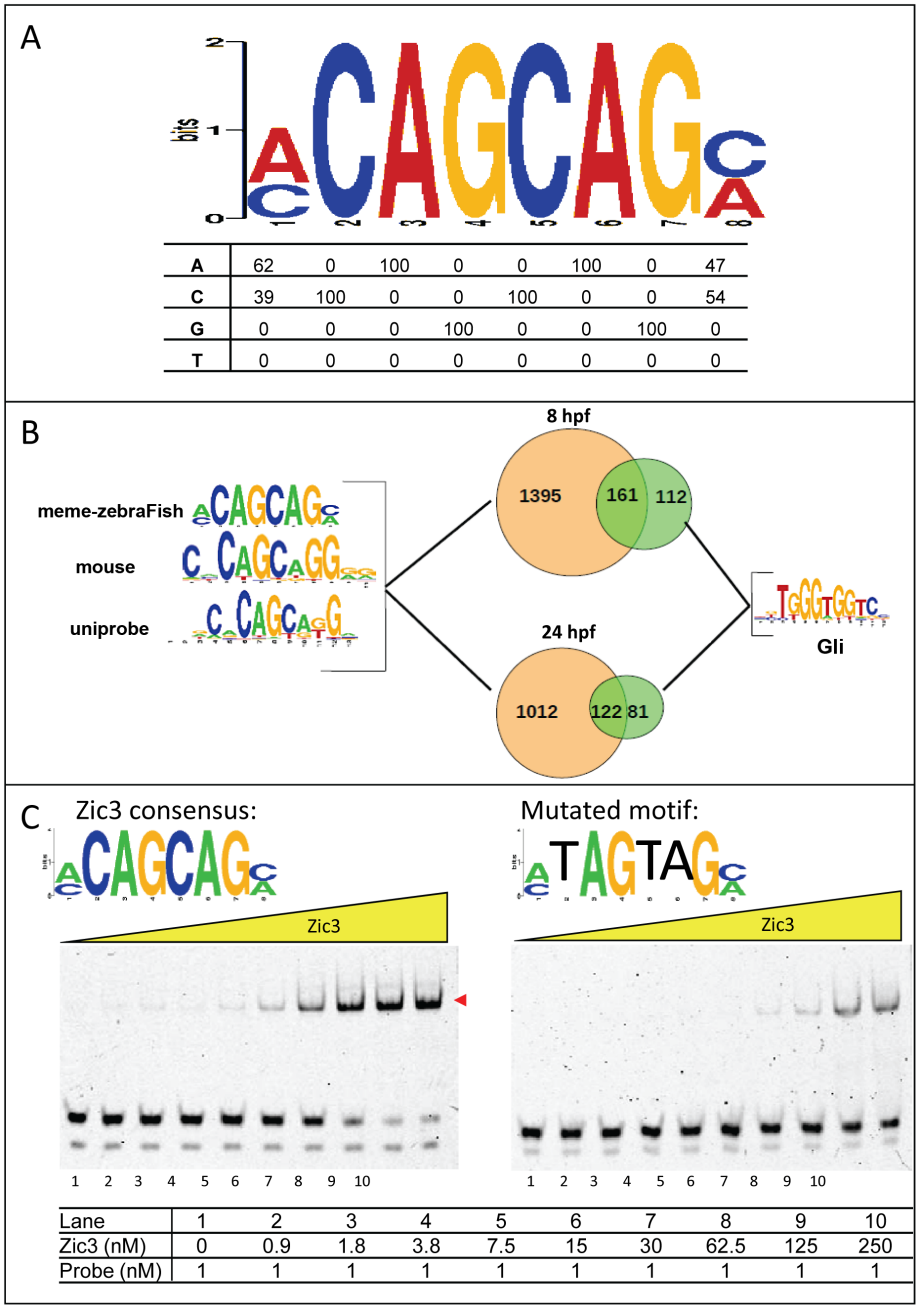
Zic3 binds specifically to its canonical motif. A, Zic3 consensus motif identified through interrogation of the top 1000 ChIP-seq peaks according to its statistical significance. B, pie-chart showing the frequency of occurrence of the most common binding motif and the Gli motif. C, EMSA with Zic3 canonical motif probe (left panel) and a mutated sequence probe (right panel) demonstrated the specificity of Zic3 binding to its consensus motif. Cy-5 labeled probes containing consensus and mutated motifs were incubated with increasing concentrations (yellow triangle) of Zic3 recombinant protein (Zic3_ZF2-5). A positive shift is indicated by a decrease in mobility (red arrowheads).

### Zic3 regulates target genes involved in early development

To identify Zic3 target genes during gastrulation and early neural development, we profiled the transcriptome of 8 hpf embryos after Zic3 morpholino (MO)-mediated knockdown. Embryos injected with the same MO dosage as in Cast *et al.* [10] exhibited similar gastrulation and convergent extension (C-E) defects (data not shown). However, to minimize the detection of non-direct targets in microarray, we injected the embryos with a lower dose of MO (1.7 ng in our experiments versus 7.5 ng in [10]) which did not cause visible morphological defects during gastrulation (refer to Methods section), but affected heart laterality and caused curvature of the A-P axis at later stages (Fig. 4A). These phenotypes were rescued by co-injection with Zic3 mRNA which, when injected alone, had little effect (Fig. 4B). This confirmed the specificity of the phenotypes caused by Zic3 MO injection.

**Figure 4:**
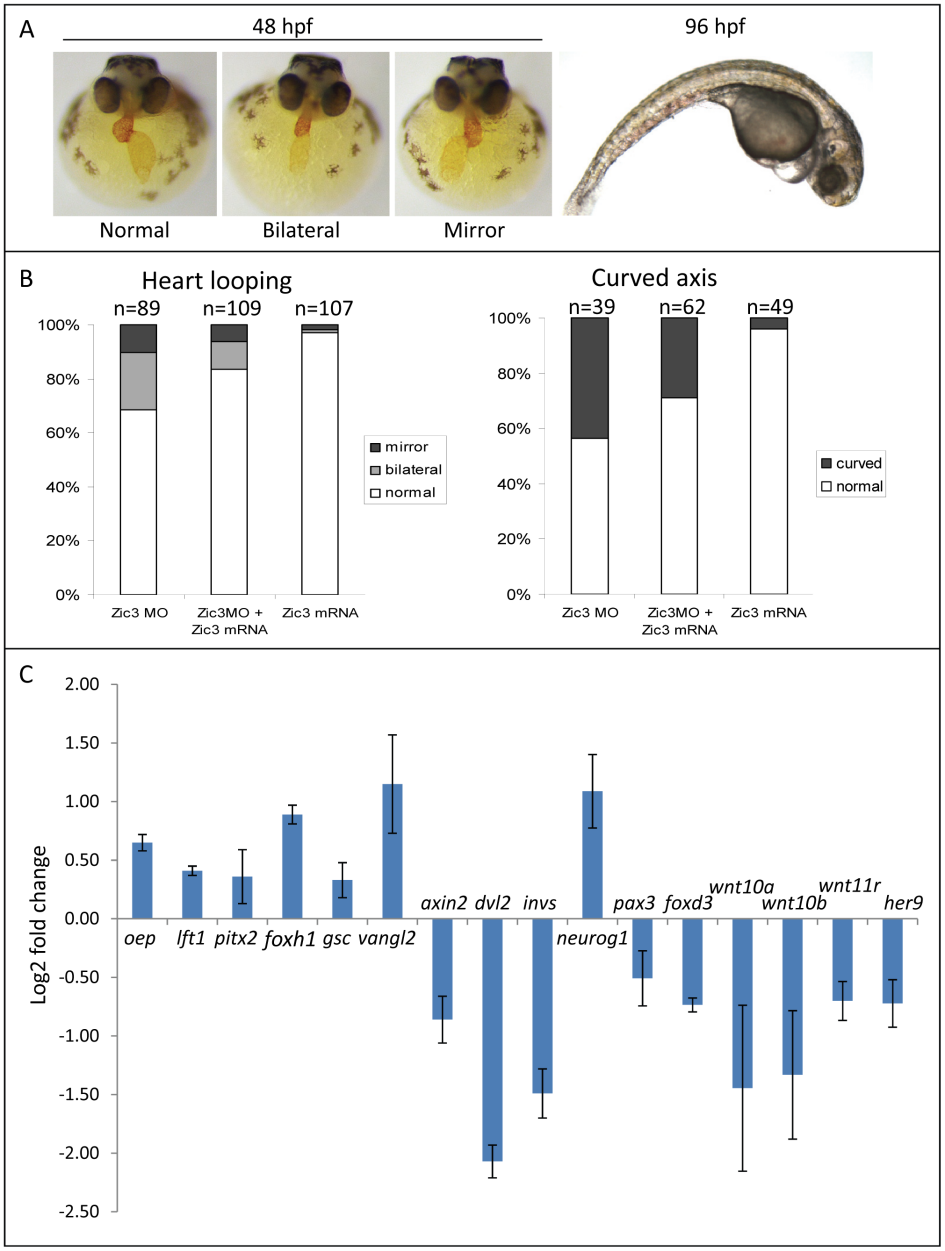
Zebrafish phenotype as a result of Zic3 knock-down. A, MF-20 antibody staining of heart, showing normal, bilateral, and reversal of looping at 48 hpf. Curvature of body axis and edema of the heart in Zic3 morphants at 96 hpf. B, percentage of embryos with heart laterality and axis curvature defects observed at 48 hpf in embryos injected with Zic3 MO alone, Zic3 MO and Zic3 mRNA, and Zic3 mRNA alone. C, expression levels of selected marker genes measured by qRT-PCR. Assay was performed in three independent groups of embryos injected with 3.4 ng of Zic3 morpholino. Marker genes *oep* through *invs* was assayed at 8 hpf, *neurog1* at 10 hpf, and *pax3* through *her9* at 24 hpf.

We identified 1316 genes differentially expressed in MO injected embryos (morphants, fold change >1.2; p≤0.05; Table S3). GO analysis revealed prominent enrichment in functions related to embryonic morphogenesis (Table S4). When the same or higher dose of MO (3.4 ng) was injected, the expression of several representative genes showed similar trend when measured by qPCR. This validated a possibility of their regulation by Zic3 (Fig. 4C; Table S7). We then determined the presence of Zic3 binding peaks within 100 kb of the TSS of these differentially expressed genes, which we defined as a selection criterion for Zic3 target gene. Based on this selection, 454 genes out of the total 1316 were identified as putative targets of Zic3 (Table S5 and Table S6). This set contains genes of the Nodal signaling pathway such as *oep*, *lft1* and *pitx2* (Fig. 5). 

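All 454 genes of Table S5 have an 8 hpf summit within 100 kb of their TSS in the deposited peak list, by the gene coordinates of that table. The genes were selected by the paper for this distance, so the number is no independent evidence of an association. With the 8 hpf peaks moved in 1000 circular shifts, 151 of these genes had a summit within 100 kb on average, and at most 197. The contrast with the shifts is likewise fixed by the selection and shows no association. A summit lay within 50 kb for 266 genes and within 10 kb for 53. With peaks of a −log10 q-value of at least 4, 211 genes had one within 100 kb. Of the 17 genes that the text names, 13 had their nearest summit upstream of the TSS and 4 downstream, and none inside the gene, with a median distance of 47.9 kb. At 14 of these 17 peaks the interval of the ChIP over input fold of distinct positions lay above 1. The peaks were called from the same ChIP tags, and the intervals make no allowance for that choice. From the presence of a peak near a gene whose expression changed in Zic3 morphants, the paper reasons that the gene is a putative target of Zic3.

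**Figure D4:**
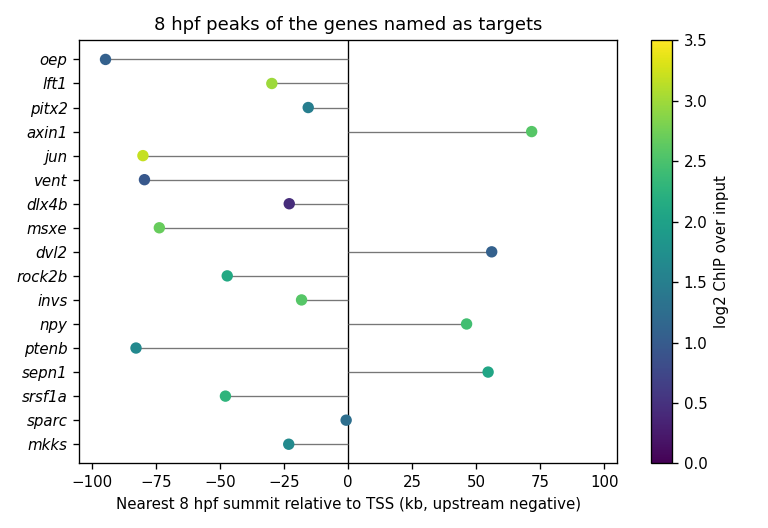
Distance from the TSS to the nearest 8 hpf summit (x axis, kb, upstream negative) for the 17 named target genes of 8 hpf (y axis). The colour gives the log2 ratio of ChIP to input tags within 200 bp of the summit. The log2 ratios run from 0.45, at dlx4b, to 3.196, at jun.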

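The Zic3 peaks near the 3 Nodal pathway genes lay outside the genes, at different heights above the input but with overlapping intervals. The gene lft1, which encodes a secreted inhibitor of Nodal, lies on chromosome 20 of Zv9 from 35098588 to 35100985 on the minus strand. Its peak spans 35130754 to 35130828, 29.8 kb upstream of the TSS, and had 39 ChIP and 4 input tags within 200 bp of the summit, a log2 ratio of 2.99 (exact 95% interval of the fold of distinct positions 2.29 to 48.4). The gene pitx2, a homeobox gene of left-right asymmetry, lies on chromosome 14 from 37446604 to 37450155 on the plus strand. Its peak at 37431011 to 37431085 had 24 ChIP and 8 input tags, a log2 ratio of 1.48 (fold interval 1.05 to 8.62). The gene oep encodes the EGF-CFC co-receptor of Nodal and lies on chromosome 10 from 1983896 to 1990083 on the minus strand. Its peak at 2084742 to 2084811 had 20 ChIP and 9 input tags, a log2 ratio of 1.08 (fold interval 1.05 to 8.62), and 9 tags in the authors' count, the lowest number in the list. The difference in height was not tested. Another gene of the pathway, lft2, had a 24 hpf summit 30.7 kb from its TSS and its nearest 8 hpf summit 134.2 kb away.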

While the presence of Zic3 binding in association with *oep* suggests direct regulation of Nodal pathway, the association of Zic3 peaks with *lft1* and *pitx2* suggests that Zic3 could also regulate the pathway through its modulators [42], [43]. These three genes, along with other members of this pathway not associated with Zic3 peaks (*foxh1*, *bon*, and *gsc*), were concurrently upregulated in Zic3 morphants (Fig. 4C; Table S3) suggesting negative regulation of the Nodal pathway by Zic3. Inhibition of Nodal signaling indicates suppression of endodermal fate [15], [44]–[46]. This correlated with broader expression of endodermal marker *sox17a* in 8 hpf Zic3 morphants (Fig. S4A). The inhibition of endodermal development by Zic3 is in line with previous observation in murine ES cells [38]. Similarly, peaks were associated with three genes of the canonical Wnt signaling pathway: *axin1*, *jun*, and *vent* (Table S5). 

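The peaks near axin1, jun and vent each carried between 9 and 10 ChIP tags in the authors' count. For axin1, a scaffold protein of the complex that degrades beta-catenin, on chromosome 3 from 42959732 to 43030430, the peak lies just past the end of the gene at 43031262 to 43031307, with 23 ChIP and 3 input tags within 200 bp (log2 ratio 2.57, interval of the fold of distinct positions 1.77 to 40.7). For jun, a subunit of AP-1, on chromosome 20 from 15558607 to 15560464, the peak at 15478451 to 15478509 lies 80.1 kb upstream of the TSS and had 36 ChIP and 3 input tags (log2 ratio 3.196, interval 2.29 to 48.4). For the ventralizing homeobox gene vent, on chromosome 13 from 54056692 to 54061639, the peak at 53977159 to 53977271 lies 79.5 kb upstream. It had 22 ChIP and 11 input tags (log2 ratio 0.95), and its fold interval of 0.96 to 7.31 includes 1. A 24 hpf summit lay 42.9 kb from the TSS of axin1, and none within 100 kb of jun or vent.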

In support of this association, microarray analysis revealed that the negative regulator of canonical Wnt pathway *axin1* was downregulated in Zic3 morphants, while the downstream components *jun* and *vent* were upregulated (Fig. 5; Table S3). The expression of some other members of this pathway (*axin2* and *nlk1*) without association with peaks has changed in Zic3 morphants based on microarray data. This implied that such genes could be the indirect targets of Zic3. Such observation provided further support for Zic3 regulation of the canonical Wnt pathway. The inhibition of canonical Wnt signaling by Zic3 was previously reported in frogs as a mechanism for organizer development [16]. Interestingly, Zic3 LOF only affected downstream components of these signaling pathways, and not the ligands, suggesting that at 8 hpf Zic3 is more likely to modulate the response to Wnt signaling in the target cells rather than initiation of signaling.

**Figure 5:**
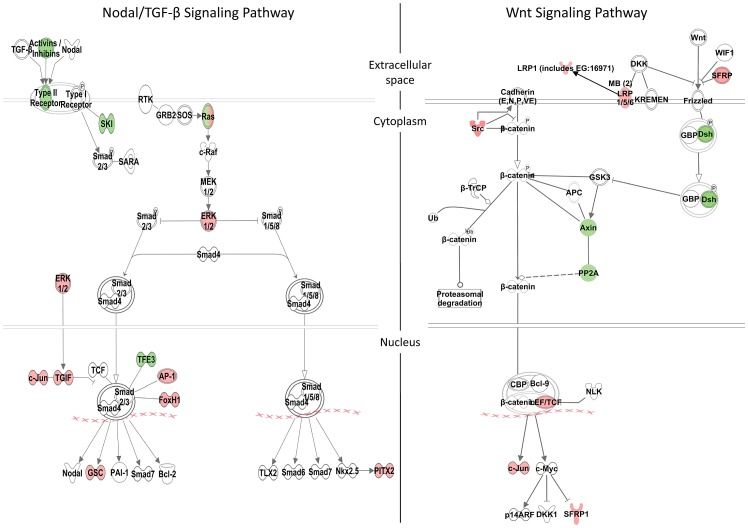
Zic3-regulated genes in the Nodal and Wnt signaling pathways. Schematic diagram of the Nodal/TGF-β and Wnt signaling pathways generated by the Ingenuity Pathway Analysis Software. Genes differentially regulated by Zic3 are shown in colour – red for upregulation and green for downregulation of their expression patterns in the microarray data.

Apart from genes previously implicated as targets of Zic3, the combined ChIP-seq and microarray screen also identified novel candidates. 

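Near the homeobox genes dlx4b and msxe, Zic3 ChIP tags at 8 hpf stood differently against the input. The gene dlx4b lies on chromosome 12 of Zv9 from 6057552 to 6066665. The nearest of 2 peaks within 100 kb of its TSS, at 6034509 to 6034630 and 23.0 kb upstream, had 49 ChIP and 36 input tags within 200 bp, a log2 ratio of 0.45, and the exact 95% interval of its fold of distinct positions, 0.65 to 2.21, includes 1. The authors' counts for it are 18 ChIP and 18 control tags, with a −log10 q-value of 37.03. A 24 hpf summit lies 22.9 kb from the same TSS. The gene msxe lies on chromosome 14 from 169035 to 170923, and its peak at 95269 to 95403, 73.7 kb upstream, had 25 ChIP and 3 input tags, a log2 ratio of 2.69 (fold interval 2.84 to 121). Of 8 neural pre-pattern genes with coordinates in Table S5 or S10, from a list fixed beforehand, 5 had an 8 hpf summit within 100 kb of the TSS and 7 a 24 hpf summit. That list is not independent of the peaks, since those tables hold genes selected for having one.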

Zic3 peaks were found in association with genes known to regulate cell proliferation in the neural plate, *dlx4b* and *msxe* [47], [48]. These genes perform a function [49], [50] similar to that of *msxc*, *irx1a*, and *irx7*, which do not have associated peaks but were nevertheless downregulated in Zic3 morphant (Table S3; S7). This observation suggests the role of Zic3 in promoting proliferation of neural progenitors at 8 hpf. Since these genes are known to inhibit neural differentiation, we assayed the expression of proneural gene *neurog1* [51] in Zic3 morphants at 10 hpf. As expected, *neurog1* was upregulated, in concert with the downregulation of *her9* (Fig. 4C; Table S7), which provided further support for Zic3 role as a promoter of proliferation of neural progenitors and repressor of neural differentiation.

More interestingly, the novel candidate targets include members of the non-canonical Wnt signaling pathway (*dvl2*, *rock2b* and *invs*). These genes were co-expressed with *zic3* during gastrulation (Fig. S5A, B) and were downregulated in the microarray (Table S3; Fig. 4C). 

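All 3 genes of the non-canonical Wnt pathway had their nearest 8 hpf peak outside the gene, and these 3 peaks showed the strand arrangement of a bound site. Of the 17 peaks of the genes named for 8 hpf, 7 showed it, compared with 54.2% of all 8 hpf peaks, so it is not particular to this pathway. The gene invs, which encodes inversin, lies on chromosome 16 of Zv9 from 29670787 to 29730936 and had 2 summits within 100 kb. The nearest, at 29652564 to 29652690 and 18.2 kb upstream, had 23 ChIP and 3 input tags within 200 bp (log2 ratio 2.57, interval of the fold of distinct positions 2.03 to 44.6). The gene rock2b, a Rho-associated kinase, lies on chromosome 20 from 33614332 to 33729361 on the minus strand, with its peak at 33776501 to 33776557, 47.2 kb upstream (25 ChIP and 5 input tags, log2 ratio 2.11, fold interval 1.28 to 16.2). The gene dvl2 encodes a Dishevelled protein and lies on chromosome 7 from 21418044 to 21451045. Its peak at 21473969 to 21474077, 56.0 kb downstream, had 22 ChIP and 10 input tags (log2 ratio 1.07, fold interval 1.00 to 6.83). Of these genes rock2b also had a 24 hpf summit within 100 kb, at 35.9 kb from the TSS.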

One of the non-canonical Wnt pathways, the planar cell polarity (PCP), regulates convergence-extension (C-E) [52] and controls the positioning of the motile cilia [53]. The changes in expression of *sox17*, *ntl*, *pax3a* and *sox19a* mark correspondingly, endoderm, mesoderm, neural crest and neural plate. The broadening of their expression domains suggested that in Zic3 morphants C-E is affected (Fig. S4B–D, [10]). On the other hand, the disorganized expression of *foxj1a* and *sox17a* in the dorsal forerunner cells at an earlier stage indicated abnormalities of their migration in Zic3 morphants (Fig. S6), which may lead to abnormalities in L-R patterning. A correlation between C-E defects and L-R defects in Zic3 morphant was reported [14], suggesting Zic3 regulation of these events through the non-canonical Wnt pathway.

Several genes implicated in cell migration and polarity were among the targets. These include *npy* [54], *ptenb* [55], *sepn1*, *srsf1a* [56], and *sparc* [57], [58], all of which were downregulated in microarray and associated with peaks. 

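The peaks of these 5 genes of cell migration and polarity had log2 ratios of ChIP to input between 1.27 and 2.44 at 8 hpf, and none of the genes had a 24 hpf summit within 100 kb. The neuropeptide gene npy had the highest ratio, 2.44, from 37 ChIP and 6 input tags at a peak on chromosome 19 from 20550122 to 20550246, 46.2 kb downstream of its TSS (interval of the fold of distinct positions 1.64 to 15.4). The gene sparc encodes a matricellular protein and had its peak close to the TSS, on chromosome 14 from 26967168 to 26967281. It had 23 ChIP and 9 input tags, a log2 ratio of 1.27, and its fold interval of 0.83 to 6.72 includes 1. The peaks of srsf1a (chromosome 15, 47.9 kb upstream), sepn1 (chromosome 17, 54.6 kb downstream) and ptenb (chromosome 12, 82.8 kb upstream) had log2 ratios of 2.27, 2.05 and 1.65, and for these 3 genes a further summit lay within 100 kb. In the authors' counts 4 of these 5 peaks had 9 ChIP tags.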

WISH analysis showed that their expression overlap that of *zic3* (Fig. S5C; ZFIN; University of Oregon, Eugene, OR 97403-5274; URL: http://zfin.org/; 21 June 2013). In addition, other genes with similar function, such as *ccdc88a* (probe generated from BC057440 which correspond to the annotated *ccdc88a* sequence) [59], [60] and *tsg101* [58], were also downregulated in the microarray despite not having associated peaks. Hence the direct and indirect regulation of these genes by Zic3 could be the mechanism behind cell movements during gastrulation.

### Zic3 regulates a distinct set of target genes and developmental processes at 24 hpf

To identify potential *zic3* targets during late neurogenesis, we performed microarray expression analysis on 24 hpf GFP-positive *zic3* expressing cells that were FACS-sorted (Table S8). Comparing expression levels to a control dataset derived from GFP-negative cells (cells negative for *zic3* expression), we identified genes enriched in GFP-positive cells (*zic3*-expressing cells). A total of 689 genes (p-value<0.05; fold change ≥1.5) were enriched in *zic3*-expressing cells (*zic3*-coexpressed genes). Among these genes were six members of the Zic family and other genes expressed in the dorsal neural tube. This confirmed the identity of the sorted cells as dorsal neural cells. 

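Genes of the Zic family, which share the zinc finger domain of Zic3, are among the genes of Table S10, which were selected for a 24 hpf peak nearby. The nearest summits of its 7 Zic genes (zic1 to zic6, with zic2a and zic2b) lay at 28.2 kb for zic6, 33.8 kb for zic3 and up to 74.8 kb for zic4. These nearest summits belong to 4 peaks, since zic1 and zic4, zic2a and zic5, and zic3 and zic6 share one each. The peak of zic1 and zic4 and that of zic2a and zic5 have 11 ChIP tags and a −log10 q-value of 0.58. The 24 hpf peak nearest to zic3, on chromosome 14 from 32920281 to 32920350, had 15 ChIP and 0 control tags in the authors' counts. In the 8 hpf libraries the same place had 0 ChIP tags and 12 input tags within 200 bp. Of 689 zic3-coexpressed genes in the paper's Table S8, 163 are in Table S10, matched by gene symbol, and have a 24 hpf summit within 100 kb in the deposited peak list. Table S10 holds 919 genes, of which 562 are not in Table S8. All 919 had a 24 hpf summit within 100 kb, the distance for which they were selected. In 1000 circular shifts of the peaks the number was 231 on average and at most 311. The selection fixes this contrast in advance, so it shows no association of the genes with the peaks. A summit lay within 50 kb for 477 of them and within 10 kb for 107, and with a −log10 q-value of at least 4, 444 had one within 100 kb.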

Among the *zic3*-coexpressed genes, 167 had at least one peak within 100 kb of their TSS, rendering them putative Zic3 targets (Table S10). Similar to the 8 hpf stage, members of the Wnt pathway were also among the targets. However, Zic3 seems to regulate a different set of Wnt components, including *wnt11r* and *lef1* (Fig. 6, Table S8). qRT-PCR revealed that *wnt11r*, were down-regulated in Zic3 morphants at 24 hpf (Fig. 4C; Table S7), confirming their positive regulation by Zic3. 

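At 24 hpf, wnt11r and lef1 each had 1 summit within 100 kb of the TSS, and both also had an 8 hpf peak. The gene wnt11r, which encodes a Wnt ligand, lies on chromosome 10 of Zv9 from 33059133 to 33077994. Its 24 hpf peak at 33110754 to 33110777, 51.6 kb downstream of the TSS, had 12 ChIP and 0 control tags in the authors' counts and a −log10 q-value of 2.53. The nearest of its 5 8 hpf peaks within 100 kb lies 1.7 kb upstream of the TSS, at 33057309 to 33057447, with 35 ChIP and 7 input tags within 200 bp (log2 ratio 2.17, interval of the fold of distinct positions 1.63 to 13.0). The gene lef1 encodes the transcription factor that beta-catenin binds and lies on chromosome 1 from 50321633 to 50410568. Its 24 hpf peak at 50273536 to 50273568, 48.1 kb upstream, had 14 ChIP and 0 control tags. Its 8 hpf peak, 66.1 kb downstream of the TSS and inside the gene, had 24 ChIP and 7 input tags (log2 ratio 1.65, fold interval 1.32 to 11.3). Of 5 canonical Wnt genes in Table S5 or S10, which hold only genes with a summit of their own stage, 3 had summits of both stages within 100 kb (axin1, lef1 and sp5l).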

Two other genes encoding Wnt ligands, *wnt10a* and *wnt10b*, were co-expressed with *zic3*, and regulated upon Zic3 knockdown (Table S7; Fig. 4C) although they were not associated with peaks in ChIP-seq, suggesting that they may be indirect targets of Zic3. A striking difference between 8 hpf and 24 hpf regulatory landscape is apparent from the distinct functions associated with Zic3 target genes at each stage. For example, many genes regulating cell migration and polarity were identified as Zic3 targets at 8 hpf, whereas at 24 hpf neural crest determinants were found. 

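The neural crest genes foxd3 and pax3a, which encode transcription factors of crest specification, had their 24 hpf peaks among the weakest of the list. The foxd3 peak lies on chromosome 6 of Zv9 from 31688984 to 31689050, 96.9 kb downstream of the TSS, and the gene from 31784201 to 31785965 on the minus strand. The pax3a peak lies on chromosome 2 from 47644142 to 47644171, 63.1 kb downstream of the TSS and past the end of the gene at 47633036. Each had 11 ChIP and 0 control tags in the authors' counts and a −log10 q-value of 0.58. Among the peaks with a −log10 q-value of at least 2 neither is left. At 8 hpf a summit lay 37.8 kb from the TSS of foxd3 and 77.5 kb from that of pax3a.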

The latter included *foxd3*, and *pax3a* which were further confirmed to be responsive to Zic3 knockdown (Fig. 4C, Table S7, S11).

**Figure 6:**
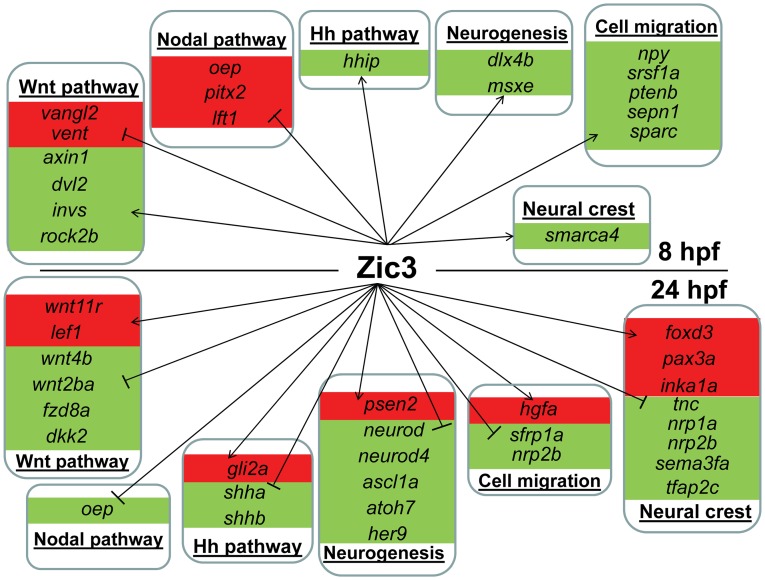
Candidate target genes regulated by Zic3 at 8 hpf and 24 hpf developmental stages. Target genes are grouped based on their signaling pathway or functions. Changes in expression in microarray are represented by red and green backgrounds for up- and down-regulation respectively.

On the other hand, in *zic3*-negative cells, 835 genes were enriched by at least 2-fold (non *zic3*-coexpressed genes enriched for endoderm and mesoderm-specific expression terms, Table S9). Among these, 195 had peaks within 100 kb of their TSS, suggesting repression of these genes in cells expressing *zic3* (Table S10). 

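Genes enriched in zic3-negative cells had 24 hpf peaks nearby in a share similar to that of zic3-coexpressed genes. Of 835 non zic3-coexpressed genes in Table S8, 194 are in Table S10 with a 24 hpf summit within 100 kb. Of 689 zic3-coexpressed genes, 163 are. Shifted 24 hpf peaks lay that near to 231 of the 919 genes of Table S10 on average. Whether 194 exceeds what shifted peaks give for the 835 genes was not tested. The 24 hpf libraries come from the positive cells, and binding in the negative cells was not measured. From peaks near genes that are enriched in zic3-negative cells, the paper proposes that Zic3 represses these genes where it is expressed.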

Several proneural genes (*neurod, neurod4, ascl1a*) were found under this category, which may reflect that the *zic3*-expressing cells in the dorsal neural tube are not differentiating. 

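The proneural basic helix-loop-helix genes neurod, neurod4 and ascl1a each had 1 24 hpf summit within 100 kb. The peak of neurod had the most tags of the 3, with 19 ChIP and 0 control tags in the authors' counts, on chromosome 9 of Zv9 from 45293076 to 45293188, 67.6 kb downstream of the TSS. At 8 hpf the same place had 26 ChIP and 5 input tags, a log2 ratio of 2.17, although it was not called as a peak then, and its fold interval of 0.90 to 13.2 from distinct positions includes 1. The peak of neurod4 lies on chromosome 23 from 28663824 to 28663862, 73.9 kb upstream, with 14 ChIP and 0 control tags. The peak of ascl1a lies on chromosome 4 from 16530301 to 16530340, 45.0 kb downstream, with 11 ChIP and 0 control tags and a −log10 q-value of 0.58. Of the 4 proneural genes in Table S10, which holds only genes with a 24 hpf summit within 100 kb, 2 (ascl1a and atoh1a) also had an 8 hpf summit.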

Interestingly, the presence of a Zic3 peak in association with *oep* suggests that a similar inhibition of Nodal by Zic3 occurs at both 8 hpf and 24 hpf (Fig. 6).

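In the deposited 24 hpf peak list the summit nearest to oep lies 416.5 kb downstream of its TSS, on chromosome 10 of Zv9 from 1573549 to 1573604, with 13 ChIP and 0 control tags in the authors' counts. No 24 hpf summit lies within 100 kb of the gene, and oep is not in Table S10. The 8 hpf peak of oep remains the only one within that distance.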

Taken together, an entirely different set of candidate Zic3 target genes were found at 24 hpf compared to 8 hpf (Fig. 6). 

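The genes listed as targets at the 2 stages overlapped in 34 names, 7.49% of the 454 of 8 hpf. Among the 34 were zic3 itself, dlx4b, tp63, id2a and itgav. Of these 34, 4 were among the zic3-coexpressed genes with a 24 hpf peak and 5 among the non-coexpressed ones. Genes near peaks of both stages were more than those listed for both: 133 of the 454 target genes of 8 hpf (29.3%, exact 95% interval 25.1 to 33.7) also had a 24 hpf summit within 100 kb, where circular shifts of the 24 hpf peaks gave 112 on average and 46 of 1000 shifts gave at least as many. Of the named target genes of 8 hpf, dlx4b, axin1, rock2b and mkks were among them. Of the 919 genes of 24 hpf, 417 (45.4%, 42.1 to 48.7) had an 8 hpf summit within 100 kb, above the 302 on average and the highest of 1000 shifts, 383. A list of signalling genes, fixed beforehand by name (bmp, fgf, shh, gli, her and others), had 11 members in Table S10. Of these 11, 4 (gli2a, bmp6, fgf19 and shhb) also had an 8 hpf summit, which is not above the 45.4% of all 919 genes. The lists hold genes that were selected for a peak at one stage and for expression at that stage.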

Although similar signaling pathways, such as the Wnt and Nodal pathways, were regulated by Zic3 at both developmental stages, different members of these pathways were targeted by this regulation at each stage. Furthermore, the global shift in Zic3 binding sites from 8 hpf to 24 hpf suggested the presence of complex regulatory changes accompanying developmental transitions.

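Some of the peaks with the most tags lay at the same places at the 2 stages. The peak with the most tags at both stages was the same region of chromosome 4, called from 36409674 to 36410666 at 24 hpf with 206 ChIP and 8 control tags, and with 120 ChIP and 155 control tags at 8 hpf, in the authors' counts. Of the 11 24 hpf peaks with a −log10 q-value of at least 82.54, which counts all those tied at that value, 5 had an 8 hpf summit within 2 kb, and of the 7 above it 2 had one. Of the 8 hpf peaks with the 10 largest log2 ratios, among those with at least 20 ChIP tags, the closest to a 24 hpf summit lay 2543 bp from it. Only 3.18% of all 8 hpf peaks were shared, and these 10 had no input tags. That none of the 10 was shared therefore does not set them apart. At the shared 8 hpf peaks the median log2 ratio of ChIP to input was 0.84, and at those not shared it was 2.11. The shared peaks with over 10 distinct input positions (67 peaks) had a median of 0.53 and those with at most 10 (35 peaks) a median of 1.86. For the peaks not shared, these medians were 0.89 (166 peaks) and 2.17 (2941 peaks). Among peaks of similar input the difference was thus smaller than over all peaks. From the different positions of peaks at the 2 stages, the paper proposes that complex regulatory changes accompany the developmental transition.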

### Zic3 preferentially binds to distal regulatory elements and regulates developmental genes

The large number of Zic3 binding sites in the distant intergenic regions suggested that Zic3 may direct the expression of target genes by binding to the distal regulatory elements. In support of this idea, relevant biological categories could be observed among genes associated with peaks located outside of their basal regions of −5 kb to +1 kb of TSS (2716 genes; Table S2; Fig. S7A) or at a distance more than 50 kb (989 genes; Table S2; Fig. S7B). In contrast, no particular enrichment of GO categories could be observed for 119 genes associated with peaks in their basal region (Table S2). Of these, 77 had expression data in ZFIN (University of Oregon, Eugene, OR 97403-5274; URL: http://zfin.org/; 21 June 2013), but none of these were co-expressed with *zic3* at 8 hpf, while only 6 (*lppr3a, p2rx3b, lingo1b, myo15aa, robo4, gng3*) had expression overlapping with *zic3* at 24 hpf (not shown).

To test whether peaks associated with distal genes function as regulatory elements, we used the enhancer activity reporter assay [61]. 

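The 5 distal peaks near oep, axin1, lft1, dvl2 and invs had log2 ratios of ChIP to input from 1.07 to 2.99 at 8 hpf. The intervals of their folds overlapped, and differences between them were not tested. Among them 20-35, near lft1, had the highest log2 ratio of ChIP to input, and 10-02 near oep and the fragment near dvl2 the lowest. The fragment near invs lies on chromosome 16 of Zv9 from 29748872 to 29748933 and had 28 ChIP and 6 input tags within 200 bp of its summit (log2 ratio 2.05, interval of the fold of distinct positions 1.47 to 14.3). None of the 5 had a 24 hpf summit within 100 kb except 3-43, with one at 28.7 kb.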

We chose five distal peaks associated with genes from Nodal and Wnt signaling pathways, including *oep* (fragment 10-02, 94.7 kb downstream from TSS), *axin1* (fragment 3-43, 71.53 kb downstream), *lft1* (fragment 20-35, 29.77 kb downstream), *dvl2* (fragment 7-214, 55.92 kb downstream), and *invs* (fragment 16-297, 78.08 kb downstream). A canonical Zic3 motif was present within 100 bp of each peak summit except for fragment 10-02. Only fragment 16-297, associated with *invs*, showed enhancer activity (Fig. 7B,C,G; Table S12). 

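The peaks farther from dvl2, axin2 and pitx2 had log2 ratios of ChIP to input near 2 at 8 hpf. Fragment 3-56, on chromosome 3 of Zv9 from 56469157 to 56469242, had 43 ChIP and 8 input tags within 200 bp of the summit (log2 ratio 2.29, interval of the fold of distinct positions 1.63 to 13.0). Fragment 7-211, on chromosome 7 from 21181385 to 21181398, had 25 and 5 tags (2.11, 1.67 to 19.1), and fragment 14-37, on chromosome 14 from 37266187 to 37266290, 23 and 5 tags (2.00, 1.47 to 17.6). The nearest 24 hpf summits were 387.9, 411.8 and 349.6 kb away.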

When the association region was extended to 500 kb, we found more peaks associated with *dvl2* (fragment 7-211, 236.6 kb upstream), *axin2* (fragment 3-56, 147.9 kb upstream), and *pitx2* (fragment 14-37, 180.32 kb upstream). These peaks had at least one canonical Zic3 motif and exhibited positive enhancer activity (Fig. 7, Table S5, S12). Intriguingly, some of the expression patterns driven by the tested enhancers only partially matched that of the associated genes (fragments 14-37 and 3-56; Fig. 7D,E), which could be due to functional dependence on interaction of multiple regulatory elements [62], [63]. Nevertheless, the presence of Zic3-binding sites with an enhancer activity near genes responding to Zic3 LOF suggested that these genes were direct targets of Zic3.

**Figure 7:**
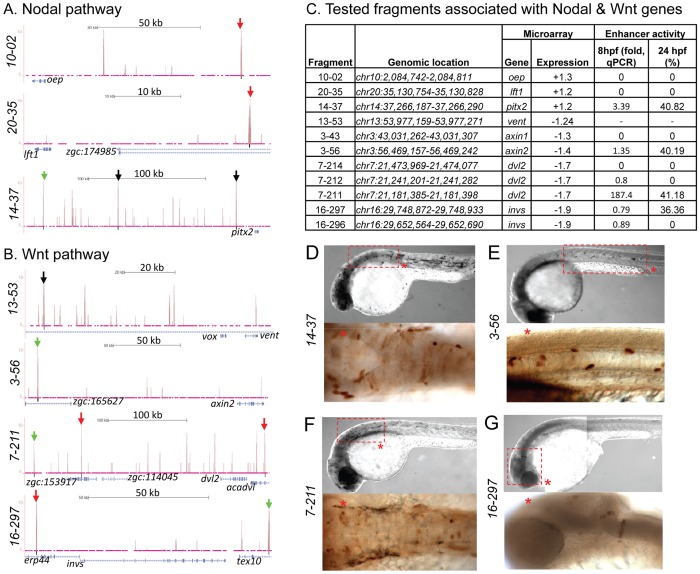
Zic3 binding sites associated with genes from the Nodal and Wnt pathway genes. UCSC browser image depicting genomic locations of Zic3 peaks identified near Nodal (A) and Wnt (B) pathway genes at 8 hpf. Single black vertical bars below histogram - peaks called by QuEST algorithm, blue horizontal bars - annotated exons (tall boxes), UTRs (half-sized boxes), introns (lines, arrowheads denote transcript orientation); Zic3 binding sites with negative (red arrows) and positive (green arrows) enhancer activity. Scale bars are indicated by black horizontal line at the top of each panel. C, list of tested fragments associated with Nodal and Wnt pathway genes. Enhancer-driven expression was assayed by qRT-PCR of *gfp* at 8 hpf and through microscopic observation of GFP expression pattern at 24 hpf. Between 50 to 100 embryos were assayed in each experimental time point. D–G, representative figure of *gfp* expression driven by selected fragments of Zic3 binding sites in F_0_ embryos at 24 hpf, immunostained with anti-GFP antibody. D*, F*, dorsal view; E*, G*, lateral view.

To validate the activation of the enhancer fragments by Zic3, we co-injected fragment 7-211, which drove the strongest reporter gene expression at 8 hpf and 24 hpf (Fig. 7C), and Zic3 MO into the zebrafish embryo. When assayed by qRT-PCR at 8 hpf, a significant decrease in reporter expression in a MO dose-dependent matter was observed (Fig. S8). No reduction in reporter expression was observed when control MO was used. A similar result was obtained when two other fragments, 4-16 and 17-24 which coincided with CNEs (Tables 1, S12), were tested (Fig. S8), demonstrating Zic3-dependent induction of reporter expression through these fragments.

**Table 1:** List of CNE and non-CNE fragments tested using *in vivo* enhancer assay.

name	Location			Flanking genes (within 100 kb)	Enhancer activity	
	chr	start	end		8 hpf (fold, qPCR)	24 hpf (%)
**CNEs**						
13-29	chr13	29550477	29550578	*zgc:153142, unc5b, chat*	1.88	29.69
17-24	chr17	24095622	24095712	*otx1b*	1.42	34.48
15-26	chr15	26812885	26812985	*brip, tbx4, tbx2b*	2.07	42.31
7-28	chr7	28533221	28533276	*sox6*	1.16	21.74
4-16	chr4	16204706	16204764	*sox5, casc1, bcat1*	0.91	0
13-16	chr13	16987933	16987979	*c10orf11*	1.66	45.16
20-4	chr20	4566963	4567026	*-*	1.1	0
23-29	chr23	29550522	29550546	*tardbp1, sst6, pgd, kif1b*	1.87	16.28
8-34	chr8	34893735	34893847	*pbx3b*	2.62	53.42
21-14	chr21	14240602	14240635	*zgc:101080, zgc:183801, lhx5*	4.99	0
1-22	chr1	22884044	22884087	*mab21l2*	1.55	0
17-33	chr17	33138334	33138419	*prox1, smyd2a*	1.41	68
9-32	chr9	32394294	32394354	*zic5, zic2a*	2.04	7.69
25-15	chr25	15101126	15101143	*dnajc24, mpped2*	1.16	6.56
19-42	chr19	42355789	42355849	*shfm1, dlx6a, dlx5a*	1.26	0
**Non-CNEs**						
12-6	chr12	6034509	6034630	*dlx4b, zgc:163073, ghrhr2, dlx3b*	1.89	0
16-296	chr16	29652564	29652690	*invs, tex10, erp44*	0.79	0
17-245	chr17	24570163	24570239	*fam54b, sepn1, spdya*		0
16-34	chr16	34391029	34391168	*prpf31, leng1, cnot3a, mboat7, zgc:92763*	3.01	0
20-33	chr20	33776501	33776557	*hen1, fam102bb, zgc:110463, rock2b*	1.06	
17-25	chr17	25263319	25263482	*zgc:165525, srrm1, clic4, zgc:154055, lck*	0.89	0
18-19	chr18	19527760	19527861	*sma3b, aagab, iqch, LOC564395*	0.71	0
6-28	chr6	28633320	28633360	*tp63, tomm70a, tbc1d23, glmnb, gfi1.2*	1.44	0
23-7	chr23	7756857	7756924	*pofut1, kif3b, plag12*		0
14-09	chr14	95269	95403	*zgc:158483, otop1, nkx3.2, zgc:110421,*	1.17	0
7-212	chr7	21241201	21241282	*zgc:153917, zgc:114045, zgc:64136, prox1b*	0.8	0
3-42	chr3	42787879	42787947	*litaf, snn, zc3h7a, zgc:92162*	1.49	0

Enhancer activity at 8 hpf was assayed by qRT-PCR of *gfp* transcript. Enhancer activity at 24 hpf was determined through observation of GFP expression by immunohistochemistry staining. A positive enhancer activity is defined as either a positive enrichment (at least 1.5 fold by qRT-PCR) of *gfp* expression at 8 hpf or a consistent expression pattern other than the background *cFos* expression (in the muscle and blood cells) in at least 10% of injected embryos at 24 hpf. Typically, 50 to 100 injected embryos were assayed in each experimental time point.

### Conserved Zic3 binding sites act as enhancers

To study whether Zic3 binding sites were evolutionarily conserved, we overlapped the 8 hpf dataset with a list of known conserved non-coding elements (CNEs; ANCORA database) [64].We identified 228 peaks as CNEs conserved between zebrafish and *Tetraodon*, and 56 as CNEs conserved between zebrafish and humans (Fig. 8A), with 31 in common between the two groups. Similar to the distribution profile of the full set of peaks, these CNE peaks were mostly located outside of the basal promoter region (Fig. 8B). Genes associated with these CNEs were enriched for developmental functions and neural tissue-specific expression (Fig. 8C,D; Table S2).

**Figure 8:**
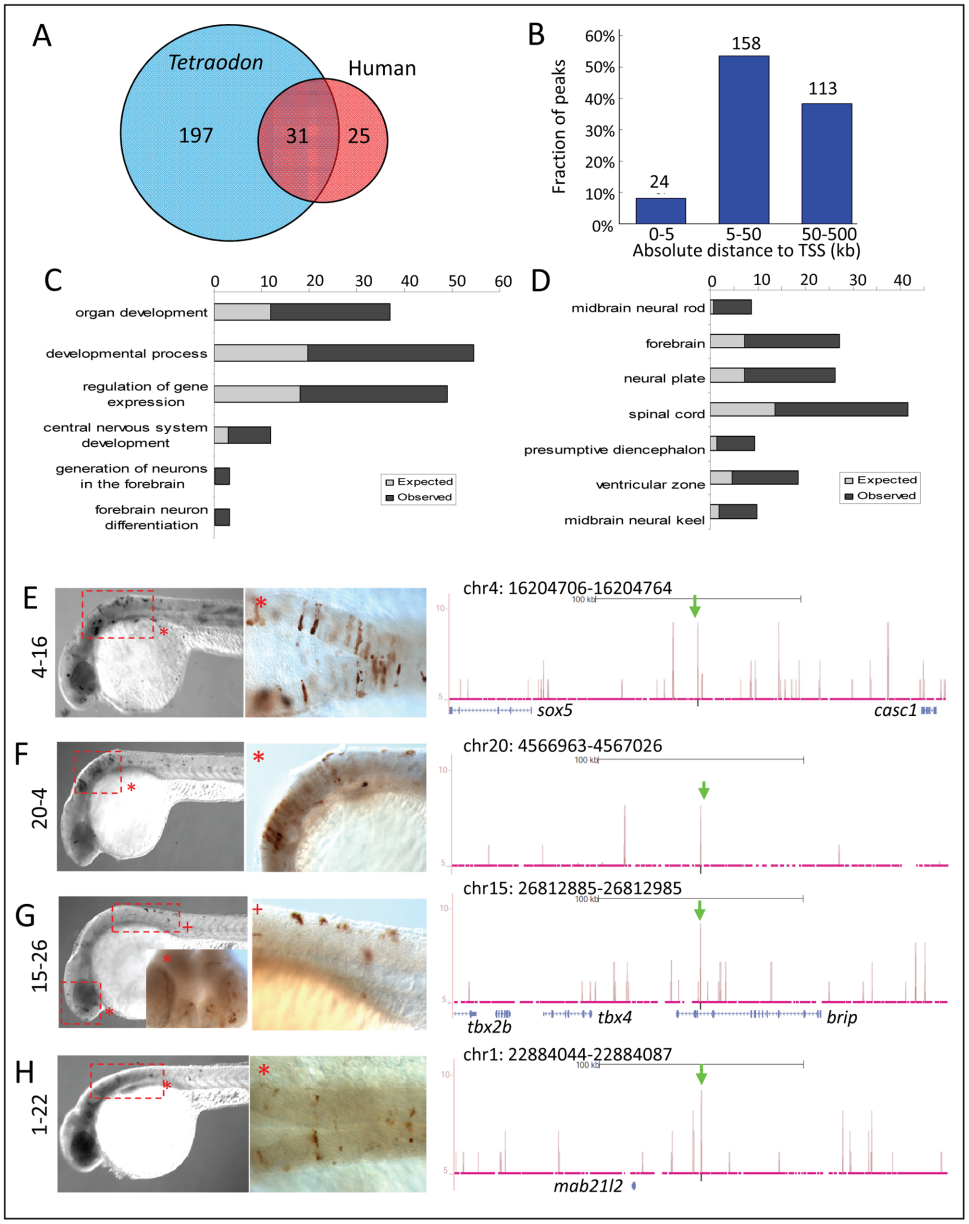
Zic3 regulates neural-specific expression through CNEs. A, number of CNEs found among the Zic3 peaks. A large subset was conserved between zebrafish and *Tetraodon*, while a smaller subset was conserved between zebrafish and human. B, distribution of CNE peaks with regards to their distance from TSS of genes. Enrichment of biological process (C) and tissue-specific expression (D) terms among genes associated with CNE peaks. Light and dark grey bars represent expected and observed enrichments of functional categories according to DAVID GO terms. E–H, representative figure of 24 hpf F_0_ embryos expressing *gfp* (left panel) driven by Zic3 CNE peaks shown in UCSC browser image (right panel, green arrows); black horizontal line at the top of each panel represents 100 kb. E*, H*, dorsal view; F*, G*, lateral view.

Of 15 CNE peaks tested for enhancer activity, 11 (73%) drove *gfp* expression at either 8 hpf or 24 hpf, or both (Table 1). Of these eleven, eight drove higher *gfp* expression compared to the reporter vector alone at 8 hpf (fold change at least 1.5 compared to enhancer-less vector). Of these eight, four continuously drove reproducible tissue-specific *gfp* expression in various regions of the CNS up to 24 hpf (Fig. 8E–H), which overlapped with known expression domains of *zic3* (Fig. 1F). 

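The 15 CNE fragments, which carry conserved non-coding elements, had a mean log2 ratio of Zic3 ChIP to input of 2.23 ± 1.01 (SD over 15 fragments) at 8 hpf. The highest was 13-29 near unc5b and chat, on chromosome 13 of Zv9 from 29550477 to 29550578, with 22 ChIP and 0 input tags within 200 bp of the summit, and the lowest 19-42 near dlx5a and dlx6a, with 12 and 9 tags (log2 ratio 0.39, interval of the fold of distinct positions 0.83 to 6.72). Fragment 23-29 had a log2 ratio of 3.44, 17-33 near prox1 2.89, 13-16 2.69, 17-24 near otx1b 2.28, 8-34 near pbx3b 2.26, 7-28 near sox6 2.00, 9-32 near zic2a and zic5 1.74, and 21-14 near lhx5 0.86. Of the 4 without activity in Table 1, 25-15 had 2.88, 4-16 2.05 and 20-4 1.53.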

Another three CNE peaks drove reporter expression only at 24 hpf. The CNE peaks with enhancer activity included the fragments 4-16 and 20-4, which drove expression in the brain, eye and trunk. In the hindbrain, both drove similar expression in neuroepithelial cells with radial morphology. In the trunk, activity of 4-16 was detected in muscle cells, whereas that of 20-4 was largely confined to the neural tube (Fig. 8E,F). 

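Fragment 4-16 lies on chromosome 4 of Zv9 from 16204706 to 16204764. It had 28 ChIP and 6 input tags within 200 bp of its summit at 8 hpf, and the exact 95% interval of its fold of distinct positions was 1.13 to 12.1. A 24 hpf summit lies 3.7 kb away, the closest to any CNE fragment.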

The *gfp* expression pattern driven by 4-16 partially recapitulated that of a nearby gene, *sox5*. On the other hand, 20-4 was located in a gene desert region, suggesting long distance regulation. 

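Fragment 20-4 lies on chromosome 20 of Zv9 from 4566963 to 4567026, with no flanking gene listed in Table S12. It had 22 ChIP and 7 input tags within 200 bp of its summit at 8 hpf, and the interval of its fold of distinct positions was 1.01 to 9.60. The tags had the strand arrangement of a bound site. The nearest 24 hpf summit was 597.9 kb away.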

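At fragment 15-26, on chromosome 15 of Zv9 from 26812885 to 26812985 near tbx2b and tbx4, 24 ChIP and 8 input tags lay within 200 bp of the 8 hpf summit (log2 ratio 1.48, interval of the fold of distinct positions 1.16 to 10.5). The tags had the strand arrangement of a bound site, and the nearest 24 hpf summit was 240.6 kb away.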

Fragment 15-26 drove *gfp* expression largely in cells along the neural tube (Fig. 8G), which partially recapitulated the expression of *tbx2b* nearby. 

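At fragment 1-22, on chromosome 1 of Zv9 from 22884044 to 22884087 near mab21l2, 30 ChIP and 4 input tags lay within 200 bp of the 8 hpf summit (log2 ratio 2.63, interval of the fold of distinct positions 1.70 to 25.8). The tags did not have the strand arrangement of a bound site, and the nearest 24 hpf summit was 60.9 kb away.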

Fragment 1-22 drove *gfp* expression mainly in the hindbrain region (Fig. 8H), which partially recapitulated that of the nearby *mab21l2*.

On the other hand, out of 12 non-CNE peaks tested only two (17%) drove higher *gfp* expression than the reporter vector alone at 8 hpf (Table 1). Together with the fragments corresponding to peaks associated with microarray-identified genes, out of 35 fragments tested for activity as enhancers, 17 (49%) were positive. 

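The 12 non-CNE fragments had a mean log2 ratio of ChIP to input of 2.45 ± 0.96 (SD over 12 fragments), against that of the CNE fragments a difference of −0.21 (CNE minus non-CNE, two-sided permutation test, p = 0.585). The active ones were 12-6 near dlx4b, with 49 ChIP and 36 input tags and a log2 ratio of 0.45, and 16-34 near prpf31, with 29 and 11 tags and a log2 ratio of 1.33 (interval of the fold of distinct positions 1.12 to 7.33). The 10 others ranged from 2.11 for 20-33 near rock2b to 3.99 for 6-28 near tp63, which had 16 ChIP and 0 input tags, with 3.86 for 18-19, 2.84 for 17-25, 2.69 for 14-09, 2.57 for the one near invs, 2.48 for the one near prox1b, 2.48 for the one near sepn1, 2.38 for 3-42 and 2.19 for 23-7. By the activity calls of Table 1, 11 of 15 CNE and 2 of 12 non-CNE fragments were active (Fisher's exact test, two-sided p = 0.00633). Table 1 gives no 8 hpf value for 23-7 and the one near sepn1, and no 24 hpf value for 20-33. These non-CNE fragments counted as inactive on their other value alone.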

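No difference in 8 hpf ChIP signal between active and inactive fragments was resolved over all groups or, after adjustment, within any, and its sign differed between groups of fragments. Over all groups the 17 active fragments had a mean log2 ratio of ChIP to input of 2.17 ± 0.93 (SD over 17 fragments) and the 18 inactive ones 2.34 ± 0.91 (SD over 18 fragments), a difference of −0.17 (active minus inactive, two-sided permutation test, p = 0.585). In a comparison chosen after the result was seen, the difference was 0.71 among the CNEs (11 active and 4 inactive, exact permutation test, Holm-adjusted p over 3 groups = 0.478), −1.87 among the non-CNEs (2 and 10, adjusted p = 0.0909, unadjusted p = 0.0303) and 0.19 near Nodal and Wnt genes (4 and 4, adjusted p = 0.714). The 8 fragments near Nodal and Wnt genes had a mean of 2.02 ± 0.67 (SD over 8 fragments), and 4 of them were active. The ChIP values of the fragments come from 1 library, while the activity was assayed in injected embryos. From the activity of 17 of the 35 fragments, with more among the CNEs, the paper proposes that enhancers are found somewhat more readily among CNEs and that many enhancers are not conserved.

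**Figure D5:**
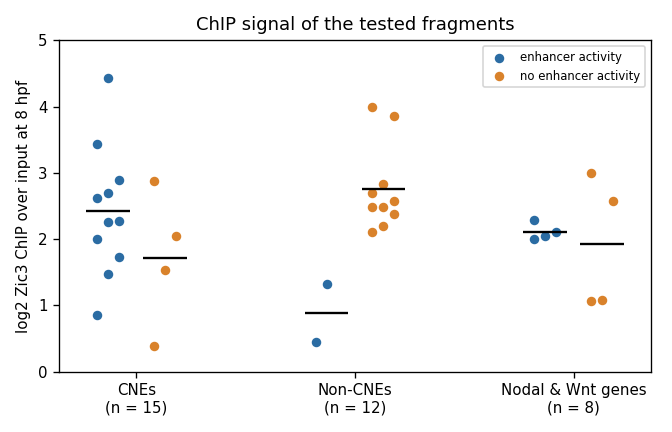
Log2 ratio of 8 hpf Zic3 ChIP to input tags within 200 bp of the summit (y axis) for the tested fragments in each group of Table 1 and Table S12 (x axis), by enhancer activity in the paper's assay. Each point is 1 fragment and the lines are means. Active and inactive fragments overlap among the CNEs and near Nodal and Wnt genes, and not among the non-CNEs, where the 2 active ones are at 0.45 and 1.33 and the lowest inactive one at 2.11.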

Two thirds of the active peaks were previously identified as CNEs. Whereas this indicated somewhat better chance of finding enhancers amongst CNEs, it also suggested that a significant number of enhancers are not conserved in evolution.

## Discussion

The majority of Zic3 binding sites were found outside promoter regions. While this could be partially attributed to the incomplete annotation of promoter regions in the zebrafish genome, the predominantly distal distribution of Zic3-binding sites revealed that Zic3 regulates transcription largely via distal regulatory elements. Such distribution of binding sites was previously observed in other genome-wide analyses of several TFs in cell culture or mammalian tissues [21], [22], [25], [65]. Our findings therefore establish that a similar distal regulatory mechanism is in effect within the context of Zic3 function during development *in vivo*.

Some of the Zic3 binding sites overlapped with CNEs, most of which drove expression in neural tissues. CNEs are known to regulate developmental genes [66]–[69]. However, in our dataset CNEs represented only 5% of the total Zic3 binding sites identified, while the majority was under weak evolutionary constraint. Tissue-specific enhancers have been shown to differ in the extent of evolutionary conservation of their sequence [70], [71]. Having only 5% overlap with CNEs, the set of Zic3-binding sites showed a similar trend. The lack of sequence conservation could be explained by the relaxation of selection pressure towards regulatory elements [72] owing to the genome duplication event in teleosts [73]–[75]. Given that at least for now the data available in zebrafish and mammals suggest that only a minority of sites are conserved in both classes of animals, other explanations should be considered. Detailed characterizations of other TFs in the zebrafish would provide a better understanding of the extent of conservation in regulatory regions in teleosts.

Cell culture studies have demonstrated interactions between multiple enhancer elements in regulating the transcription of a target gene [24], [62], [63], [76], [77], as well as interactions between a TF and different binding partners which can result in alternative transcriptional outputs [26], [78], [79]. Our results provide an insight of such complexity of transcriptional regulation by Zic3 in developmental context *in vivo*. For instance, the concurrent upregulation and downregulation of different subsets of direct target genes by Zic3 suggest that Zic3 binding can result in either activation or repression of target genes, and implies that additional mechanisms determine these two outcomes. Another facet of the data revealed distinct Zic3 binding profiles at 8 hpf and 24 hpf. The genes associated with binding events at these two stages showed relevant functional enrichments. This shift in binding was not dictated by a change in DNA recognition motif as almost identical dominant motifs were identified in both stages.

The combinatorial analysis of ChIP-seq and microarray datasets revealed an entirely distinct set of candidate Zic3 target genes at 8 hpf and 24 hpf. Whereas not totally unexpected, this analysis revealed some surprises. First, a developmental switch towards regulation of different members within the same signaling pathway was detected. In the context of Wnt signaling this shifted Zic3 impact from the intracellular part of Wnt signaling towards extracellular ligands in this pathway. Second, that cells expressing Zic3 show a reduced level of transcription of proneural genes placed an impact of Zic3 on cells that are in a state either before or after neural differentiation. Zic3 has been linked with pluripotency of stem cells in mammals [80]. Whereas it is less likely that Zic3 positively regulates the proneural genes at 24 hpf, at the same time this does not exclude a possibility that it could be involved in this process (as suggested [2]) during earlier stages. Taken together, these observations suggest that functional relationship between Zic3 and its target gene could not be deduced from a simple one-to-one interaction model. Factors, such as the presence of different subsets of interacting partners or accessibility of certain binding sites as dictated by chromatin states, in different spatiotemporal contexts may affect transcriptional output.

One implication of an interactive regulatory landscape is that genes targeted by a particular TF may not be determined by simply observing binding of the TF near its genomic locus. Additional proof, such as responsiveness of the particular target gene to LOF of the TF, would be necessary. In our data, there is a surplus of Zic3 binding events compared to those associated with responsive target genes. Widespread binding of TFs exceeding their known target genes have been reported in cell culture and in *Drosophila* [81]–[87] and is suggestive of non-functional binding. This may happen due to interaction of TFs with randomly occurring target sequences in the genome [78], [88]. The availability of expression data helps to identify candidate target genes within the vicinity of a TF binding event by providing additional functional cues. Nevertheless, given that TF-target genes interactions could occur over long distances [22], [89], [90], it is still possible that seemingly isolated Zic3 binding events with no responsive genes within a set distance criteria might actually be regulating a target located further away. Until a more detailed understanding of the architecture of genome-wide interactions have been achieved, this possibility could not be ruled out.

The highly interconnected TF regulatory network also necessitates a careful interpretation of enhancer function by reporter assays: while such assays can be useful to identify independently acting regulatory elements, evidence exists for regulatory elements acting in tandem, resulting in higher transcriptional output [24], [62], [63], [76], [77]. While other possibilities such as non-functional occupancy and repressive interactions could not be ruled out, the TF interaction model could account for the inactivity of several of the tested enhancers inferred from the reporter assay. The occurrence of Zic3 consensus motifs in close proximity to 50% of peaks containing Gli consensus motif supports this idea. Interestingly, the presence of Gli motifs does not seem to be specific to a particular developmental stage, as both 8 hpf and 24 hpf data show similar proportions of Zic3 peaks containing Gli motifs nearby. As *in vitro* data have demonstrated physical and functional interactions between Zic and Gli proteins [40], [41], such interaction, as well as interactions with other binding partners, may also occur *in vivo* in regulating transcription of target genes.

Our identification of novel target genes of Zic3 has improved an understanding of the mechanism by which Zic3 regulates development. These results demonstrated that Zic3 inhibits Nodal signaling (either directly or indirectly) which is implicated in mesendodermal specification [15], [44]–[46]. Similarly, Lim and colleagues [38] observed that murine ES cells acquired endodermal fate upon Zic3 knockdown, which supported an idea that Zic3 acts as an inhibitor of endodermal fate. Coincidentally, Nodal and Wnt signaling is known to regulate gastrulation [91]–[94]. Their regulation by Zic3 therefore may account for the gastrulation defect observed in Zic3 morphants. On the other hand, proper midline development during gastrulation is essential for proper L-R patterning [15], [95], [96]. Therefore, an involvement of Zic3 in regulating gastrulation through Nodal and canonical Wnt *per se* could have been sufficient to ensure a proper L-R asymmetry. However, our results suggested that Zic3 may also regulate the non-canonical Wnt (PCP) signaling pathway which is implicated in ciliogenesis. Interaction of these signaling pathways culminates in the establishment of a proper embryonic L-R axis [97]–[102]. Therefore, we could not rule out the possibility of direct involvement of Zic3 in later events specific to L-R patterning. In this context, it is noteworthy that *mkks* was also found as one of the Zic3 targets (Table S5) which is implicated in both L-R patterning and C-E movements during gastrulation through interaction with *vangl2* [103]–[106]. Therefore, the regulation of non-canonical Wnt signaling by Zic3 could be at a core of developmental events linking C-E movement and L-R patterning [10].

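The gene mkks lies on chromosome 13 of Zv9 from 35694394 to 35703435, and its nearest 8 hpf peak at 35671196 to 35671261, 23.2 kb upstream of the TSS. Within 200 bp of the summit there were 18 ChIP and 5 input tags, a log2 ratio of 1.66 (exact 95% interval of the fold of distinct positions 1.28 to 16.2). In the authors' counts it had 9 ChIP and 5 control tags. A 24 hpf summit lay 78.2 kb from the TSS.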

Our finding that Zic3 regulates genes implicated in proliferation of neural progenitors agrees with the idea that Zic3 has properties of a stem cell factor [38], [80]. A mode of Zic3 regulation of genes responsible for the proliferation of neural progenitors reconciles the role of Zic3 in both early neuroectodermal specification and later events of neurogenesis. In essence, it establishes a particular role of Zic3 (and possibly other Zic family members) as an important regulator of proliferation of neural progenitors [7]. This model challenges previous assumptions that Zic3 induces the expression of proneural genes shown in overexpression studies [18], and suggests that an activation of proneural genes could be a downstream consequence of Zic3 regulation of proliferation of neural progenitor at an earlier stage of neurodevelopment. Given that *neurog1* expression was upregulated upon Zic3 knockdown, and Zic3 binding sites were found near *neurog1*, as well as other proneural genes such as *neurod4* and *ncam1a*, Zic3 may have an additional direct role in neural differentiation as its inhibitor. This possibility is also supported by the downregulation of *her9*. This places Zic3 within a regulatory landscape of Notch signaling in support of an early hypothesis based on functional analysis of Zic1 [107].

## Materials and Methods

### Zebrafish

Zebrafish of wild type (AB strain) and transgenic line SqET33 [28], [34] were maintained according to established protocols [108] following all the ethical practice recommended for fish maintenance. Embryos were staged according to standard morphological criteria [109].

### Fluorescence-Activated Cell Sorting (FACS)

Dechorionated 24 hpf transgenic embryos were deyolked in PBS by pipetting through the 1 ml pipette tip. Cells were dissociated with trypsin solution (0.05% trypsin and 0.2 mM EDTA) in PBS for 15 min at room temperature. To facilitate dissociation of cells, embryos were pipetted through the 200 µl pipette tip. Trypsin was inhibited with complete protease inhibitor cocktail (Roche) and cell suspension was filtered through a nylon mesh (40 µm Cell Strainer, BD Falcon). Immediately, an equal volume of 4% paraformaldehyde (PFA) in PBS was added to cell suspension and cells were fixed for 10 min at room temperature. Reaction was stopped by an equal volume of ice-cold 0.25 M glycine in PBS, cells were washed three times with 0.125 M glycine-PBS and resuspended in the same buffer. Cell sorting was carried out with FACSAriaII Cell Sorter (BD Bioscience). To set autofluorescence level, cell sorter was calibrated with PFA-fixed GFP-negative cells before cell separation. GFP-positive and GFP-negative cells were collected in 0.125 M glycine-PBS, frozen in liquid nitrogen and kept at −80°C until use. For microarray analysis, PFA fixation step was omitted and cells were sorted into complete L-15 Leibovitz medium (Gibco) containing 20% fetal bovine serum.

### ChIP-seq

Chromatin Immunoprecipitation (ChIP) was performed according to an established protocol (Wardle et al., 2006) with an addition of a deyolking step according to Link and colleagues (2006), with modifications (see Text S1). ChIP DNA was sequenced on the Illumina Genome Analyzer II (Illumina, USA). Detailed ChIP-seq methods are described in Supplementary information. Sequencing reads were mapped to the zebrafish Refseq genome assembly (Zv9), following which peak finding was performed using the QuEST algorithm [110] using the following parameters: bandwidth = 30 bp, region size = 600 bp, and FDR q-value<0.01. Peaks mapped to unassembled chromosomal contigs, centromeric regions, telomeric regions, segmental duplications and peaks consisting of >70% repeat sequence were removed. The ChIP-seq data have been deposited in the Gene Expression Omnibus database under the accession number GSE41458. To validate the ChIP-seq performance, we carried out quantitative PCR (qPCR) on randomly selected peaks, 5 within promoter region and 16 at regions outside of gene promoters. Taking a fold-change of 2 as a cutoff for positive enrichment, the qPCR analysis validated all but one peak tested (Table S1).The Database for Annotation, Visualization, and Integrated Discovery (DAVID) [111], [112] and Genomic Regions Enrichment of Annotations Tool (GREAT) [35] was used to find gene ontology-enriched terms. Overlapping of 8 hpf and 24 hpf ChIP-seq signals around peaks was performed within a region of +/−2 kb from each peak summit. Notice that some peak regions in 8 hpf dataset were not detected as peaks in 24 hpf dataset but they could be having sufficient amount of ChIP-seq tags at 24 hpf because of true binding by Zic3. Similarly there were regions detected as peaks in 24hpf samples and not detected in 8hpf but they may be bound by Zic3 in both samples and be having enriched ChIP-seq tag count in both. Hence ChIP-seq signal based clustering further clarified the status of detected peaks. Motif search was performed with MEME *de novo* motif finder [113]. From the top 1000 peaks by statistical significance, we extracted sequences comprising +/−50 bp from the summit of each peak. After finding the similarity of de novo motif from MEME with other published Zic3 motifs [39], [80], the quantification of occurrence of these motifs was done on all ChIP-seq peaks. For this the sequences within 400 bp from the peak summit were matched with PWM of motifs and the best matching score were calculated. After having the best matching score a threshold was used to determine the presence of motif. The PWM-matching threshold value for each motif was calculated using simulation such that when 10000 sequences were randomly designed to have probability similar to corresponding nucleotides in its PWM then 85% of those sequences could be detected. CNE peaks were identified by comparing the 8 hpf ChIP-seq dataset against a list of known CNEs in ANCORA database [64]. We performed the comparison to both human and *Tetraodon* CNE database to take into consideration the genome duplication event during teleosts evolution, which relaxed selection pressure on the conservation of important developmental enhancers [68], [72].The genomic coordinates of each peak summit were extended by 500 bp on each side and compared against the genomic coordinates of CNEs identified through comparison with either human hg19 or *Tetraodon* tetNig2 assemblies. A threshold of at least 70% sequence conservation within every 50 bp was used to define CNEs in each species.

### Recombinant protein expression and EMSA

Two recombinant constructs of the zebrafish Zic3 protein were produced, the full-length protein (Zic3_ORF) and the DNA-binding domain encompassing Zn-fingers 2 to 5 (Zic3_ZF2-5, amino acid residues 273–391). DNA sequences corresponding to each domains were PCR-amplified using the following primers: Zic3_ORF: 5′-GGG GAC AAG TTT GTA CAA AAA AGC AGG CTT CGA AAA CCT GTA TTT TCA GGG CAG CTT ACG TGA AAT TGC G CTC-3′ and 5′-GGG GAC CAC TTT GTA CAA GAA AGC TGG GTT TAC TCC ACC TGA AAA CGG ACT TG-3′; Zic3_ZF2-5: 5′-GGG GAC AAG TTT GTA CAA AAA AGC AGG CTT CGA AAA CCT GTA TTT TCA GGG CGC CTT CTT CAG ATA CAT GCG-3′ and 5′-GGG GAC CAC TTT GTA CAA GAA AGC TGG GTT TAT GAT TCG TGT ACC TTC ATA TG-3′. Each forward and reverse primer contained an attB recombination site overhang, with an additional Tobacco Etch Virus (TEV) protease cleavage site in the forward primer preceding the N-terminal Zic3 coding sequence. Protein expression and purification was performed as previously described (Lim et al., 2010). Electrophoretic mobility shift assay (EMSA) was performed as previously described [38]. Briefly, Cy5-labeled oligonucleotide pairs (1^st^ BASE, Singapore) were annealed by heating to 95°C for 5 minutes in annealing buffer (500 mM MgCl_2_; 500 mM KCl; 200 mM Tris-HCl, pH 8.0) and left in room temperature to cool down overnight. These were subsequently incubated with the recombinant Zic3 in EMSA buffer (10 mM Tris, pH 8.0; 0.1 mg/ml BSA; 50 µM ZnCl_2_; 100 mM KCL; 0.5 mM MgCl_2_; 10% glycerol, 0.1% SDS; 2 mM β-mercaptoethanol) for 1 hour at 4°C. The reaction was subsequently run on 5% native Tris-Glycine polyacrylamide gel electrophoresis. Gel was scanned in Typhoon Scanner (GE Healthcare, USA). The affinity of protein to DNA was determined by titrating 0–250 nM of protein against 1 nM of annealed probes.

### Morpholino injection and rescue

Zic3 knockdown was performed using a translation-blocking antisense morpholino oligonucleotide (MO) purchased from Gene Tools, LLC (USA). The MO sequence was 5′-AGG TTA GTG GAG TGA ACG GGT ACC G-3′. A standard control antisense MO was also obtained from Gene Tools, LLC with the following sequence 5′-CCT CTT ACC TCA GTT ACA ATT TAT A-3′. For microarray, 1.7 ng Zic3 MO was injected into 1-cell stage embryos. Rescue was performed using 20 pg of *zic3* mRNA without morpholino-binding site. Capped *zic3* mRNA was synthesized using mMessage mMachine Kit (Ambion, USA). Results were obtained from at least three different experiments on embryos from random pairs.

### Microarray hybridization and data analysis

For gene expression profiling, custom made zebrafish oligonucleotide microarray (Agilent Technologies; GIS V2 with some modifications) containing 44,000 oligonucleotide probes (60 mer long; including positive and negative controls designed by Agilent and beta-actin controls) was used. The microarray was performed according to Agilent's One-Color Microarray Based Gene Expression Analysis (Quick Amp Labeling) protocol (Version 5.7, March 2008) and RNA Spike-In-One Color. Arrays were probed using cDNAs reverse transcribed in the presence of Cy3-dUTP using 600 ng of total RNA from either wild-type control or Zic3 knockdown embryos (8 hpf), or from either non zic3-expressing cells or zic3-expressing cells (24 hpf). Labeled cDNA was denatured and hybridized at 42°C for 16 h in a hybridization oven (Agilent Technologies, USA). After hybridization, the slides were washed and scanned for fluorescence detection on Agilent DNA Microarray Scanner. Scanned images were analyzed using Agilent Feature Extraction Software (v10.5.1.1). Feature extracted data were analyzed in Genespring software (Agilent Technologies, USA). Statistically significant gene expression was identified using Significance Analysis of Microarrays (SAM 3.05) for each successive time point [114]. Threshold values were set as follows: q-value<0.8, predicted false discovery rate (FDR)<0.05%. Genes were annotated using the “Unigene & Gene Ontology Annotation Tool” available at GIS site (http://123.136.65.67/). Genes were subjected to pathway assembly using Ingenuity Pathway Analysis (IPA; http://www.ingenuity.com). Selected genes (Fig. 4C; Table S7) were validated using real time RT-PCR (qRT-PCR) by assessing their expression level changes in embryos injected with higher dose of morpholino (3.4 ng) to show similar trend with microarray regulation.

### Enhancer activity assay

Tested genomic regions encompassing the peaks with ∼200 bp flanking sequence at each side were amplified using PCR (primer list in Additional file 5) and cloned into *Sal*I and *Bam*HI sites of the pTol2-GFP reporter vector containing a minimal promoter from the mouse *cFos* gene [115]. Transposase mRNA was synthesized using mMESSAGE mMACHINE T3 Kit (Ambion, USA) and purified using RNeasy Mini Kit (QIAGEN, Germany). A total of 20 pg of the circular reporter plasmid and 50 pg of transposase mRNA were co-injected into 1–2-cell stage embryos. For each construct, two batches of at least 100 embryos were injected and assayed for *egfp* expression at 24 hpf. A consistent *egfp* expression pattern observed in at least 20% of injected embryos was considered as positive. The reporter vector alone showed expression in muscles and blood cells in G_0_ embryos (data not shown). Embryos positive for *egfp* expression were subsequently processed for whole mount immunohistochemistry (IHC) with anti-GFP antibody. qPCR was used to determine *egfp* expression level at 8 hpf since morphological identification of tissue specificity at this stage was difficult.

## Supporting Information

Figure S1 Anti-Zic3 antibody specifically recognizes recombinant and endogenous Zic3 proteins. A, Alignment of C-terminal amino acid sequences of zebrafish Zic proteins. Anti Zic3 antibody was designed to recognize a region (denoted in bold, in boxed area) in the C-terminal of Zic3 protein which is unique, having between 15% to 38% similarity with other Zic family members (highest similarity with Zic2a and Zic4). B, full-length Zic3 recombinant protein containing an MBP tag (Zic3_ORF) was expressed in bacteria and isolated with affinity chromatography. Left panel shows protein SDS-PAGE of uninduced bacterial lysate containing Zic3 expression construct (U), induced bacterial lysate expressing Zic3_ORF (I), eluted lysate of Zic3_ORF (E), and Zic3_ORF treated with TEV protease to remove MBP tag (TEV). Right panel shows Western blot with anti Zic3 primary antibody. Additional lanes show Coomassie blue staining and western blot of a duplicate gel of whole embryonic cell extract (wce), as well as western blot of immunoprecipitated Zic3 protein (ChIP) detected using anti Zic3 primary antibody and a light chain specific anti rabbit IgG secondary antibody. Notice protein bands corresponding to Zic3 with MBP tag (92 KDa, arrow) and without tag (52 KDa, white arrowhead), as well as IgG light chain at 25 KDa. C, mass spectrometry result of the recombinant protein band at 52 kDa (in B, left panel), which matched to zebrafish Zic3 sequence.
(TIF)

Figure S2 Functional categories enriched in different subsets of genes associated with peaks identified at 8 and 24 hpf. List of biological process (A, C, E) and tissue specific expression terms (B, D, F) among genes associated with peaks found at both 8 hpf and 24 hpf (Class I), at 8 hpf only (Class II), and at 24 hpf only (Class III). Light and dark grey bars represent the expected and observed enrichments, respectively, of functional categories indicated along the y-axis. Analysis performed with DAVID algorithm.
(TIF)

Figure S3 EMSA of Zic3 motifs. A, hierarchical clustering of several motif identified from ChIP-seq as well as other motifs known to interact with Zic3. B, EMSA performed using the mouse Zic3 recombinant protein [38] demonstrated cross-species ability of mouse Zic3 protein to recognize the zebrafish motif. C, EMSA with two other motifs identified through ChIP-seq (left panel) and their corresponding mutated versions (right panel).
(TIF)

Figure S4 Defects in cell fate specification and convergent-extension movement in Zic3 knockdown embryos. A, WISH of *sox17a* expression shows the expansion of the mesendoderm territory (marked by dashed line) in Zic3 morphants. B, WISH of *ntla* in the notochord at 8 hpf in control and Zic3 morphants. C–D, WISH of *pax3a* and *sox19a* at 10 hpf to label the neural plate border. Dashed line marks the width of neural plate. E–F, average width of the neural plate was measured at the dashed line in control and Zic3 morphants. Error bars represent standard deviation.
(TIF)

Figure S5 WISH of Zic3 target genes. A, WISH of *rock2b* shows the reduction of expression domain in the dorsal forerunner cells in Zic3 morphant embryos. B, WISH of *dvl2* in control and Zic3 morphant embryos. C, WISH of representative Zic3 target genes at 8 hpf whose expression were downregulated in Zic3 knockdown embryos. Dorsal is to the right.
(TIF)

Figure S6 Effect of Zic3 knockdown in migration of the dorsal forerunner cells. Expression of sox17a (A–B) and foxj1a (C–D) marks the dorsal forerunner cells in controls and Zic3 morphant embryos at 8 hpf.
(TIF)

Figure S7 Enrichment of functional categories of genes associated with proximal and distal Zic3 binding sites. Light and dark grey bars represent the expected and observed enrichments, respectively, of functional categories indicated along the y-axis. A, list of biological processes enriched in genes with peaks beyond −5 kb to +1 kb region. B, a similar enrichment in genes with peaks beyond +/−50 kb from TSS. Analysis performed on DAVID algorithm.
(TIF)

Figure S8 Zic3 is responsible for reporter gene expression in tested enhancers. Enhancer fragments 7-211, 4-16, and 17-24 was either injected alone or co-injected with Zic3 MO into wild-type embryos. GFP expression level in the MO co-injected constructs (MO) was assayed using qRT-PCR and presented as a fraction of that driven by the construct alone (control). A significant decrease in reporter expression when construct was co-injected with MO confirms Zic3-dependent activation of reporter expression through binding to these enhancers.
(TIF)

Table S1 List of validated ChIP-seq peaks of Zic3 binding. Genomic location of some ChIP-seq peaks validated by qPCR including sequences of primer used for qPCR.
(XLS)

Table S2 GO enrichment of ChIP-seq peaks at 8 hpf. Analysis was performed using the DAVID algorithm.
(XLS)

Table S3 List of genes detected by microarray analysis (8 hpf). These genes were differentially regulated according to microarray analysis of transcriptome in Zic3 morphants and control embryos at 8 hpf.
(XLS)

Table S4 GO enrichment of microarray genes (8 hpf).
(XLS)

Table S5 Genes with ChIP-seq peak at 8 hpf. List of genes expressed differentially at 8 hpf with at least one ChIP-seq peak within 100 kb of their TSS.
(XLS)

Table S6 GO enrichment of microarray genes with ChIP-seq peak at 8 hpf. List of enriched GO terms among genes differentially regulated in microarray and associated with at least one peak in ChIP-seq (Zic3 target genes) at 8 hpf.
(XLS)

Table S7 qRT-PCR of selected target genes. qRT-PCR measurement of gene expression changes as a result of Zic3 knockdown. Expression was assayed in zebrafish embryos injected with either 1.7 ng and 3.4 ng or 3.4 ng alone of Zic3 MO.
(XLSX)

Table S8 List of genes detected by microarray analysis (24 hpf). List of genes which are enriched or de-enriched in *zic3*- expressing cells of the neural tube obtained by FACS at 24 hpf. Fold change was calculated by comparing expression levels in *zic3*-expressing cells to that in cells negative for *zic3* expression.
(XLS)

Table S9 GO enrichment of microarray genes (24 hpf). List of GO terms enriched among genes co-expressed with *zic3* at 24 hpf.
(XLS)

Table S10 List of microarray genes with peak (24 hpf). List of differentially expressed genes containing at least one ChIP-seq peak within 100 kb of their TSS at 24 hpf.
(XLS)

Table S11 GO enrichment of microarray genes with ChIP-seq peaks (24 hpf). GO terms enriched among genes co-expressed with *zic3* and associated with at least one ChIP-seq peak at 24 hpf.
(XLS)

Table S12 List of tested enhancers. List of selected enhancers tested using *in vivo* enhancer assay with their genomic locations, primer sequences, and flanking genes.
(XLS)

Table S13 List of ChIP-seq peaks (8 hpf). 

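The 8 hpf list gives the position of each peak on Zv9, its tag numbers and its −log10 q-value. The 10 peaks with the largest log2 ratio of ChIP to input, among those with at least 20 ChIP tags within 200 bp, had 27 to 38 ChIP tags and 0 input tags and log2 ratios of 4.71 to 5.18. The first lies on chromosome 19 from 34365001 to 34365071, 10240 bp from the TSS of zgc:153436, and had 38 tags at 10 distinct positions. The others lie on chromosomes 24, 17, 12, 7, 13 (2 peaks), 1, 11 and 2, without a target gene of Table S5 within 100 kb. With 0 input tags these ratios depend on the pseudocount, and the lower end of the interval of the fold of distinct positions was 4.67 to 6.57. In the authors' counts the control had at least as many tags as the ChIP at 39 peaks of this list, and 0 tags at 340 peaks (10.6%, exact 95% interval 9.55 to 11.7).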

List of genome-wide Zic3 binding sites identified by ChIP-seq at 8 hpf.
(XLS)

Table S14 List of ChIP-seq peaks (24 hpf). 

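The 24 hpf list has the same columns. The control had 0 tags at 1749 of its peaks (83.8%, exact 95% interval 82.1 to 85.3) and at most 8 at any, and the ChIP tags of all peaks together were 27214 against 390 control tags. At 8 hpf the sums were 31289 and 8616. Of 10 peaks at the top of the list by −log10 q-value, the last of which are tied, psmd1 was the target gene nearest to the peak on chromosome 22 from 40602780 to 40602921 (13480 bp from its TSS), and nkx2.2a, a homeobox gene of the ventral neural tube, to the one on chromosome 17 from 43028186 to 43028304 (98590 bp). The 8 others had no gene of Table S10 within 100 kb. In the 8 hpf libraries these 10 places held 17 to 116 ChIP tags and 25 to 140 input tags within 200 bp, with log2 ratios of −0.71 to 0.64.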

List of genome-wide Zic3 binding sites identified by ChIP-seq at 24 hpf.
(XLS)

Text S1 Supplementary experimental methods. Description of additional methods used in the study.
(DOC)

# Supplementary material for: Genome Wide Analysis Reveals Zic3 Interaction with Distal Regulatory Elements of Stage Specific Developmental Genes in Zebrafish
**Source:** PLoS Genet. 2013 Oct 31;9(10):e1003852. doi: 10.1371/journal.pgen.1003852
**Supplement:** Text S1 — Supplementary experimental methods. Description of additional methods used in the study.

**Supplementary Methods**

**Chromatin Immunoprecipitation**

Antibodies against zebrafish Zic3 protein (Mimotopes, Australia) was raised against a highly antigenic region at the C-terminal region (amino acids 411-431) which is non-conserved among members of the Zic protein family (Fig. S1A). Specificity of the antibody was confirmed by its ability to recognize full-length Zic3 recombinant protein (Zic3_ORF, see below), whose identity was further confirmed by mass spectrometry (Fig. S1B, C). The ability of the antibody to recognize native Zic3 protein was demonstrated through western blot of whole cell extract from zebrafish embryos (Fig. S1B), and the ability of the antibody to pull down Zic3 protein was demonstrated by western blot using the same Zic3 primary antibody and a light chain specific anti rabbit IgG (Jackson Immunoresearch, USA) as secondary antibody. Chromatin Immunoprecipitation (ChIP) was performed according to a published protocol (Wardle et al., 2006) with an addition of a deyolking step according to Link and colleagues (2006), with modifications. Briefly, embryos were transferred to cold deyolking buffer (55 mM NaCl, 1.8 mM KCl, 1.25 mM NaHCO3) using 200 µl pipette tips, shaken by inverting tube several times, and centrifuged at 300 × g for 1 minute. The pellet was washed once with PBS and subsequently fixed in 1.1% formaldehyde containing 5 mM Hepes-KOH pH 7.5, 10 mM NaCl, 0.1 mM EDTA, and 0.05 mM EGTA before lysis and sonication. Fixed FACS-sorted cell were directly lysed and sonicated. Pull down was performed by incubating sonicated chromatin for 5 hours at 4°C with Dynal Protein G magnetic beads (Invitrogen, USA) coated with 10 µg of antibody, after which beads were washed 7 times with RIPA buffer (500 mM LiCl, 50 mM Hepes-KOH pH 7.6, 1 mM EDTA, 0.7% Na-Deoxycholate, 1% Igepal-CA-630) and de-crosslinked overnight in elution buffer (50 mM Tris-HCl pH 8.0, 10 mM EDTA, 1% SDS) at 65°C before DNA isolation using phenol-chloroform-isoamyl alcohol (Ambion, USA). ChIP DNA was sequenced on the Illumina Genome Analyzer (Illumina, USA) with single end, 35bp reads. Library preparation was performed using the Illumina ChIP-seq sample preparation kit (Cat. No. IP-102-1001, Illumina, USA) according to the manufacturer’s protocol.

**Whole mount *in situ* hybridization (WISH)**

WISH was performed as previously described with minor modifications of buffer composition. Briefly, hybridization buffer contained 5% of dextran sulfate and 0.5x detection buffer contained 2% of polyvinyl alcohol (Aldrich, USA). Full-length cDNA of *zic3* (GenBank: AY576007) was amplified using the following primers: 5'-AGC TTA CGT GAA ATT GCG CTC-3' and 5’-CTC CAC CTG AAA ACG GAC TTG-3'. Resulting PCR product was cloned into pGEM-TEasy vector (Promega). Digoxigenin (DIG)-labeled RNA probes antisense to *zic3* and *egfp* were synthesized using a DIG labeling mix (Roche) and MEGAscript SP6 or T7 kit (Ambion). Images were captured using Leica M205FA stereomicroscope (Leica, Germany).

**Real time quantitative PCR (qPCR)**

qPCR was performed using Maxima® SYBR Green qPCR Master Mix (Fermentas, Lithuania) on the ABI 7500 Real-time PCR system according to manufacturer’s instructions. Using input DNA as a reference, fold change was calculated by normalizing Ct values in ChIP and input samples against a negative control region using the 2-∆∆Ct method .

**Extraction of total RNA**

Total RNA was extracted from whole embryos using Trizol reagent (Invitrogen)according to the manufacturer's instructions. Control RNA samples were extracted from wild type zebrafish embryos and used as reference for labeling and probing microarrays. Theintegrity of RNA samples was determined using Agilent RNA 6000 Nano chip and size separated using Agilent 2100 Bioanalyzer.The RNA concentrations were determined using Nanodrop (Thermo Scientific, USA).

**Whole mount immunohistochemistry**

For whole mount IHC embryos were dechorionated and fixed overnight in Histochoice (Amresco, USA) at 4°C. Briefly, the fixed embryos were treated 10 min with 3% H2O2 in PBS and permeabilized 10 min with 0.1% Triton X-100 in PBS containing 0.1% sodium citrate. Embryos were incubated overnight with primary antibody at 40C and then within 4 hrs with HRP-conjugated secondary antibody (1:500, Molecular Probes) at room temperature. The following primary antibodies were used: polyclonal anti-GFP antibody (1:250, Living Colors, Clontech, USA) and monoclonal anti-myosin (sarcomere) antibody (1:100, MF20, Developmental Studies Hybridoma Bank). Labeling was detected with diaminobenzidine as a substrate. Embryos were washed and mounted in 50% glycerol in PBS for imaging.

**Supplemental References**

1. Lim LS, Hong FH, Kunarso G, Stanton LW (2010) The pluripotency regulator Zic3 is a direct activator of the Nanog promoter in ESCs. Stem Cells 28: 1961-1969.

2. Korzh V, Sleptsova I, Liao J, He J, Gong Z (1998) Expression of zebrafish bHLH genes ngn1 and nrd defines distinct stages of neural differentiation. Dev Dyn 213: 92-104.

3. Livak KJ, Schmittgen TD (2001) Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method. Methods 25: 402-408.

4. Cast AE, Gao C, Amack JD, Ware SM (2012) An essential and highly conserved role for Zic3 in left-right patterning, gastrulation and convergent extension morphogenesis. Dev Biol 364: 22-31.

How the deposited data were processed for this re-analysis (not part of the article)

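The data come from zebrafish embryos. A Zic3 ChIP library and an input library from whole embryos at 8 hpf, and a Zic3 ChIP library from sorted GFP-positive cells at 24 hpf, were considered, with 1 library per condition. Stage and tissue change together between them, and no comparison between conditions was tested.

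The authors aligned 35 bp single-end reads to Zv9 (the aligner is not stated) and deposited the 8 hpf tags as lists in which each line is 1 aligned tag. The values in these lists are positions, so their unit is other than a count or a ratio, and the number of lines in a window is a raw count of tags. The authors called peaks with QuEST at their stated bandwidth, region size and q-value limit and removed peaks in repeats, duplications and unassembled, centromeric or telomeric sequence. The deposited peak lists hold the count of ChIP and control tags in each peak, the −log10 of the q-value and the rank of the q-value. In 2816 of the 8 hpf peaks (87.8%) the authors' ChIP count equals the number of distinct ChIP positions within 150 bp of the summit. In 534 (16.6%) the same holds for the control, and whether the control was scaled is not stated. The −log10 q-values are positive although the column name carries no minus sign.

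Computations were done in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. Only tags on chromosomes 1 to 25 were used, except for the totals and for bins on unplaced sequences. Tags were counted by their 5′ end within 200 bp of a summit or 500 bp of a TSS, scaled to 10000000 tags per library, and a pseudocount of 1 was added. A distinct position is a chromosome, 5′ end and strand counted once. Control positions lay 10000 bp to either side. A strand pattern was counted where plus-strand ChIP tags were more to the left of the summit than to the right and minus-strand tags the reverse. Peaks of the 2 stages were counted as shared with summits within 2000 bp, genes as near a peak with a summit within 100000 bp of the TSS, and peaks as distal over 5000 bp from it. TSS and strands were taken from the gene coordinates of Tables S5 and S10. Bins of 500 bp over 1000 bp from any 8 hpf peak were counted with at least 10 ChIP tags and a ratio of at least 4. Circular shifts (1000, seed 20130) moved all peaks of a chromosome by one random distance. Permutation tests used 100000 resamples and were made for the qPCR folds of Table S1 and for the fragments of Table 1 and Table S12. A fragment of Table 1 counted as active at a fold of at least 1.5 at 8 hpf or 10% of embryos at 24 hpf. The 8 fragments near Nodal and Wnt genes are not in Table 1. They counted as active where the paper's text on Fig. 7 describes enhancer activity. A value missing in Table 1 counted as below its limit.

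The precision of a single peak is low, with a median of 10 distinct ChIP positions and 5 input positions, so that the fold of a named peak has a wide interval. The 24 hpf tags were not used here, and the precision of 24 hpf peaks is known only from the authors' counts. On simulated data with a planted 4-fold enrichment, 3.96-fold was recovered over 2000 peaks, as a ratio of mean counts without the pseudocount. Of these, 190 were planted as shared and 335 were counted as shared, with 160.4 from circular shifts, so that the count of shared peaks includes chance neighbours. The strand pattern was found at 94.15% of the simulated peaks and 17.7% of their control positions. Simulated tags were placed at random without the repeats of the ChIP library, and simulated peaks lay more densely than the real ones. The numbers of chance neighbours and strand patterns in the simulation therefore do not carry over to the data.

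The comparisons, the alternatives and the rule for naming genes were set before the data were examined, but values in the paper's tables had been seen by then. Named are the genes that the paper names near a peak and that have coordinates in Table S5 or S10, the 10 peaks of each stage at the top by ratio or by q-value, and the tested fragments. Lists of Nodal, canonical Wnt, Wnt/PCP, neural pre-pattern, migration and polarity, proneural, neural crest, Zic, signal and Hox genes were limited to members in those tables. The alternatives were 1 tag per position, other windows, scaling by tags far from peaks, a pseudocount of 5, other distances and stricter q-value limits. Added later were a bin count with input positions drawn down to the number of ChIP positions, the summit inside the listed interval for site 3-56, another activity call of 2 fragments, and the comparison of active and inactive fragments within each group. Motifs and the genomic location of all peaks were left out, as no Zv9 sequence or annotation was used, and expression arrays were not reanalysed.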

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

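The tests without shared peaks, that with the input drawn down and those on the causes of repeated tags were chosen after the result was seen.

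Genes listed by the paper as targets at 24 hpf lay near 8 hpf peaks more often than near shifted peaks, which the paper does not report. The number was 417 of 919 genes with an 8 hpf summit within 100 kb, against a highest value of 383 in 1000 circular shifts. Without the 8 hpf peaks that coincide with a 24 hpf peak, 394 genes were near a peak, against 298 on average and 379 at most. For the 454 target genes of 8 hpf and the 24 hpf peaks not shared, 126 genes were near a peak, and 99 shifts gave at least as many. Shifts do not keep the density of genes around peaks, and whether the genes lie in gene-poor or gene-rich regions was not tested.

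Outside the 8 hpf peak list, 51016 bins of 500 bp had at least 10 ChIP tags and a ChIP to input ratio of at least 4, against 36747 bins with ChIP and input exchanged. Counting each position once gave 1332 bins against 21267 exchanged, but the input then had more positions than the ChIP, and with the input drawn down to the ChIP number it gave 1652 against 507. On unplaced sequences, the numbers were 1305 against 982 with all tags, 36 against 540 with each position once and 38 against 41 with the input drawn down, so no excess was left there. On the chromosomes the excess of ChIP bins was thus present without repeated tags, but at a ratio of at least 8, with repeated tags, the exchanged bins were more (21258 against 7724). The source was not tested. No biological explanation was tested for these bins.

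ChIP tags fell repeatedly on the same positions. Over 5 kb from any peak there were 2.40 tags per distinct position, and amplification of few starting fragments may account for this. A deeper ChIP library is argued against, as the ratio of ChIP to input totals was 0.990. Stacking of tags at bound sites is argued against as well, since positions over 5 kb from any peak with no other ChIP position within 500 bp still held 2.15 tags each, compared with 1.02 for such positions of the input.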

How the results depend on the processing

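The alternatives here were set before the data were examined, except the count of fragments 4-16 and 20-4 as active, the comparison within groups of fragments, the input drawn down to the ChIP number, another summit for site 3-56 and those for single peaks. A count is called the same within 1.5 times its main value, a share or median within the 95% interval of the main value, and a tested difference when its sign and its side of the test's threshold hold, so that wide intervals leave room for large changes. For 22 comparisons, 101 alternative values gave 43 that were the same, 50 that moved, 7 that reversed and 1 that was stronger. For 64 named peaks and fragments, 8 of which are 1 peak named both as a gene's and as a fragment's, 308 of 320 values were the same and 12 moved, all 12 to lower ratios within 500 bp of the summit or with a pseudocount of 5. Among the 12, fragment 19-42, whose interval includes 1, went to −0.42 within 500 bp. Among the values called the same, that of fragment 4-16 went from 2.05 to 0.38 within 500 bp, which its wide interval includes. The cause was not tested.

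With 1 tag per position and strand, 4478490 mapped tags were left, the median log2 ratio at 8 hpf peaks was 2.03, 0.686% of tags lay in peaks, and 50.0% of peaks had the strand pattern. The bins outside peaks reversed to 1332, fewer than with ChIP and input exchanged, as they did at a ratio of at least 8 with 7724 against 21258. At a ratio of at least 2 they were 223222 against 68710, and with at least 20 tags 13784 against 236. With 1 tag per position and the input drawn down to the number of ChIP positions, they were 1652 against 507.

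With a −log10 q-value of at least 4, peaks numbered 1286 at 8 hpf and 890 at 24 hpf, 98.99% had more ChIP than input, the median was 2.18 and 0.338% of tags lay in peaks. Shared peaks were 59 and 55, target genes near a peak of their own stage 211 and 444, 8 hpf genes near a 24 hpf peak 71 and 24 hpf genes near an 8 hpf peak 220.

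Within 100 bp of the summit the median was 2.31, 0.521% of tags lay in peaks, 45.5% had the strand pattern and 24 hpf-only peaks had −0.40. Within 500 bp these were 1.41, 0.947% and 50.0%, with 98.4% of peaks having more ChIP, and the qPCR correlation reversed to −0.026 (permutation p = 0.892). With the −log10 q-value as measure it was −0.073 (permutation p = 0.827), and the difference between active and inactive fragments reversed to 2.23 (permutation p = 0.410). With fragments 4-16 and 20-4 as active the difference was −0.28 (permutation p = 0.372). Within groups of fragments it reversed to 0.71 among the CNEs (exact permutation p = 0.239) and 0.19 near Nodal and Wnt genes (p = 0.714), and was stronger at −1.87 among the non-CNEs (p = 0.0303, and 0.0909 after Holm adjustment over the 3 groups), so the difference over all groups adds up opposite signs. With the summit inside the listed interval of site 3-56 the qPCR correlation was 0.19 (permutation p = 0.324).

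A pseudocount of 5 gave 1.56 at 8 hpf peaks, −0.84 at promoters of 8 hpf genes and −0.67 at those of 24 hpf genes. Promoter ratios were −1.54 within 200 bp for the 8 hpf genes, and −0.97 and −0.76 within 1 kb for the 2 gene sets.

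Shared 8 hpf and 24 hpf peaks were 20 and 19 with intervals sharing 1 bp, 56 and 56 with summits within 500 bp, and 204 and 183 within 10 kb. Within 50 kb, 266 and 477 target genes had a peak of their own stage, 85 of the 8 hpf genes a 24 hpf peak and 226 of the 24 hpf genes an 8 hpf peak. Within 10 kb these were 53, 107, 18 and 49. The distal share was 88.3% at 8 hpf and 88.4% at 24 hpf over 10 kb, and 99.8% and 99.02% over 1 kb.

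Not run were the alternatives for motifs at peaks and for the genomic location of peaks, for which no Zv9 genome or annotation was used. The depth of 4478490 distinct ChIP positions limits the ratio at any single peak.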

Differences from the paper's values

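The paper gives 937 regions bound at both stages, where peak positions gave 194 (102 peaks of 8 hpf and 92 of 24 hpf with a summit of the other stage within 2 kb). None of the alternatives set before the data were examined reaches it: intervals sharing 1 bp gave 39, summits within 500 bp 112, summits within 10 kb 387, a −log10 q-value of at least 2 gave 167 and of at least 4 gave 114. The paper's classes rest on clustering of the ChIP signal around peaks, and the 24 hpf signal was not analysed here, so the 2 numbers do not measure the same thing.

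The paper counts 167 zic3-coexpressed and 195 non zic3-coexpressed genes with a 24 hpf peak within 100 kb. Matching Tables S8 and S10 by gene symbol gave 163 and 194.

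The paper states a q-value limit for its peaks. At 24 hpf, 685 of 2088 peaks have a q-value of 0.263, and 1403 have a −log10 q-value of at least 2. All 3209 peaks of 8 hpf lie at or above 2.13.

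The paper describes a peak at oep for both stages. The 24 hpf summit nearest to oep was 416.5 kb away, and oep is not in Table S10. Its 8 hpf peak was found at 94.7 kb.

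The paper places the peaks of oep and lft1 downstream of the TSS. By the strands of Table S5 they lie 94.7 kb and 29.8 kb upstream, while those of axin1 and dvl2 lie downstream, as the paper has them.

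The paper describes the target genes of the stages as entirely different sets. Of the 8 hpf genes of Table S5, 4 are among the zic3-coexpressed genes of Table S8 with a 24 hpf peak and 5 among the non-coexpressed ones. Over the whole of Table S10, of which 562 genes are not in Table S8, 34 names are shared. It also names wnt11r and lef1 as components found at the later stage. Both have an 8 hpf summit within 100 kb, at 1.7 kb and 66.1 kb, as do 417 of the 919 genes of Table S10. Neither gene is in Table S5, which also requires changed expression at 8 hpf, so these summits do not contradict the paper.

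The paper's text describes expression driven by fragments 4-16 and 20-4, and its Table 1 gives them folds of 0.91 and 1.1 at 8 hpf and 0 at 24 hpf.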

Other observations

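The distal share, the promoter ratio and the count of shared peaks against shifts were planned, and the other tests weighed in this part were chosen after the result was seen.

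Genes of signalling and of the Hox clusters appear near 24 hpf peaks. The list of signalling genes, set by gene name, had 11 members in Table S10. Of these, her6, a target of Notch, had its 24 hpf summit at 12.4 kb and fgfr2 at 15.4 kb. The Hedgehog ligands shha and shhb had theirs at 71.7 and 73.8 kb. Of 9 Hox genes, hoxb7a had a summit at 10.6 kb and hoxb9a at 24.8 kb, and for 6 genes of the hoxc cluster, from hoxc4a at 39.3 kb to hoxc11a at 95.4 kb, 1 peak was the nearest. Another was the nearest to hoxb7a, hoxb9a and hoxb13a, so the 9 genes rest on 2 peaks. Only hoxb7a of these had an 8 hpf summit within 100 kb, at 95.1 kb. Genes were in these lists because Table S10 selects genes with a peak.

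Of 7 Zic genes, which share peaks in pairs apart from zic2b, 6 had summits of both stages within 100 kb, with zic2b the exception (8 hpf at 138.8 kb). The genes her9 and irx7, which restrain neurogenesis, had 24 hpf summits at 23.3 and 93.8 kb, with 12 ChIP and 0 control tags each, and no 8 hpf summit within 100 kb. Of the 16 genes named for 24 hpf, 7 had a peak with a −log10 q-value below 2.

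Peaks of the 2 stages lie close to each other more often than shifted peaks. Of shared 8 hpf peaks, 65.7% had over 10 distinct input positions, compared with 5.34% of the others, so sites rich in input in both lists could account for part of the overlap. Of the 8 hpf peaks with at most 5 input positions, 11 were shared, and 19 of 1000 shifts shared at least as many. Whether such sites are the whole cause cannot be decided from this. Only 8 hpf input positions were counted, and shifts can place peaks in sequence without tags. Binding kept from 8 hpf to 24 hpf stays open, since the shared peaks with at most 10 input positions had a median log2 ratio of 1.86 and the 24 hpf tags were not analysed. Stage and tissue cannot be told apart in this design.

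Most target gene peaks lie over 5 kb from the TSS. Peaks placed without regard to the TSS give nearly the same share, 93.7% on average in 1000 shifts at 8 hpf, and 208 shifts gave a share at least as high as the observed one. A preference of Zic3 for distal elements cannot be told apart from that placement by distance alone. Low recovery of ChIP tags near TSS, where the median log2 ratio was −1.20, may also remove proximal peaks and stays open.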
